# High-Intensity Aerobic Exercise Suppresses Cancer Growth by Regulating Skeletal Muscle-Derived Oncogenes and Tumor Suppressors

**DOI:** 10.3389/fmolb.2022.818470

**Published:** 2022-06-21

**Authors:** Hyunseok Jee, Eunmi Park, Kyunghoon Hur, Minjeong Kang, Yoosik Kim

**Keywords:** exercise, cancer, RNA-seq, skeletal muscle, tumor suppressors

## Abstract

High-intensity aerobic exercise (90% of the maximal heart rate) can effectively suppress cancer cell proliferation *in vivo*. However, the molecular effects of exercise and its relevance to cancer prevention remain uninvestigated. In this study, mice with colorectal cancer were subjected to high-intensity aerobic exercise, and mRNA-seq analysis was performed on the heart, lungs, and skeletal muscle tissues to analyze the genome-wide molecular effects of exercise. The skeletal muscle-derived genes with exercise-dependent differential expression were further evaluated for their effects on colorectal cancer cell viability. Compared to the results obtained for the control groups (healthy and cancer with no exercise), the regular and high-intensity aerobic physical activity in the mice produced positive results in comprehensive parameters (i.e., food intake, weight gain, and survival rate). A heatmap of differentially expressed genes revealed markedly different gene expression patterns among the groups. RNA-seq analysis of 23,282 genes expressed in the skeletal muscle yielded several anticancer effector genes (e.g., *Trim63*, *Fos*, *Col1a1*, and *Six2*). Knockdown and overexpression of selected anticancer genes repressed CT26 murine colorectal carcinoma cell proliferation by 20% (*p* < 0.05). Our findings, based on the aerobic exercise cancer mouse model, suggest that high-intensity aerobic exercise results in a comprehensive change in the expression patterns of genes, particularly those that can affect cancer cell viability. Such an approach may identify key exercise-regulated genes that can help the body combat cancer.

## 1 Introduction

Exercise is a positive effector of physical fitness, which contributes to improved health. The effects of exercise involve muscular functions that affect the overall well-being of the body, including mental and emotional health (Solberg et al., 2013; Izquierdo et al., 2020). However, exercise can also have adverse effects on health, depending on exposure to exercise stimulation. A customized exercise regime can be established by selecting optimized conditions, such as time, intensity, frequency, and style of exercise. This principle can be applied in cancer prevention and treatment. Cancer-related outcomes such as anxiety, depression, fatigue, and quality of life can also be improved by specific evidence-based exercise modalities by optimizing FITT (frequency, intensity, time, type) (Campbell et al., 2019). Different modes of exercise can be ideal for different types of cancer. Previous studies have shown that proper exercise can positively serve individuals with cancer (Newton and Galvao, 2008; Jee and Kim, 2019; Schmitz et al., 2019). For example, a recent microarray-based study on the effect of low-intensity resistance training on human subjects showed that the accurate mode and extent of exercise resulted in the upregulation of microRNAs, such as miR-630 and miR-5703, and myokines (fractalkine/CX3CL1) among 42 pathways and 12 cytokines/myokines, which subsequently suppressed tumor growth by inducing tumor-specific cytotoxic T cells (Hashida et al., 2021). In addition, the ladder climbing resistant training exercise on preclinical tumor-bearing animals also mitigated muscle atrophy, tumor growth, and cancer malignancy (Padilha et al., 2019; Padilha et al., 2021). However, the molecular mechanisms underlying the anticancer effects of exercise remain largely unknown.

The muscle is one of the most important organs required for physical performance (Park et al., 2012). Muscle tissues are classified as slow or fast types based on their myosin heavy chain isoforms, and the ratio of these two muscle types affects athletic performance. The different ratios of the muscle types may be related to the heterogeneous expression of specific genes (Cohen et al., 2015). The gastrocnemius muscle, considered in this study, is a fast-type skeletal muscle and consists of a balanced ratio of fast (78%∼95%) and slow (5%∼22%) fibers (Jee et al., 2009; Jee et al., 2016b). Such muscle is chosen to offset the possibility of having one-sided muscle fibers, which may influence gene expression. By secreting compounds such as myokines, metabolites, and exosomes, the muscle tissue can function as an endocrine organ and affects the entire body in response to exercise (Raschke et al., 2013; Hartwig et al., 2014). Currently, it is unknown how the gene expression pattern of skeletal muscles is affected by high-intensity aerobic exercise and how such changes may help the body combat cancer.

Every day, cells in the human body experience mutations that may induce jeopardizing and uncontrolled growth. This is the basic notion of cancer. Cancers can develop in various tissues such as the oral cavity, digestive, respiratory, reproductive, derma, blood, and more. In addition, different kinds of cancer have unique etiology, such as human papillomavirus causing cervical cancer (Yang and Jee, 2021). Carcinogenesis in the muscle, however, is extremely rare even though sarcomas do exist. In fact, there is no cancer in the cardiac muscle; it is the colonized cells in the myocyte that develop into cancer (Willis, 1952). Therefore, we hypothesized that muscle-specific factors could suppress cancer cell attachment and that muscle contraction-driven exercise may affect this phenomenon.

Several studies have shown the benefits of exercise, particularly in enhancing the immune system to prevent cancer. Exercise affects body composition, endocrine secretion, systematic inflammation, and immune cell function (Sitlinger et al., 2020). In particular, exercise can lead to an influx of immune cells that result in a 60% reduction in tumor incidence and growth (Pedersen et al., 2016). Acute aerobic exercise rapidly increases immune cell counts in blood and results in interleukin-6 dependent redistribution of NK cells, ultimately suppressing the tumor growth (Karre et al., 1986; Walsh et al., 2011; Pedersen et al., 2016). However, only a limited number of studies have explored the molecular effects of exercise (Koelwyn et al., 2015; Idorn and Thor Straten, 2017). These studies focused on the epigenetic effects of aerobic exercise and the potential effects on the expression of specific downstream genes such as interleukins (ILs), tumor necrosis factor-alpha (TNF-α), interferon-gamma (IFNγ), and transforming growth factor. Other studies evaluated the effect of aerobic and resistance exercise on the expression of skeletal muscle genes using mRNA-seq (Popov et al., 2018; Pillon et al., 2020). However, they failed to identify the key genes that could mediate the anticancer effects of exercise. This is the key rationale of our study that we combined the aerobic exercise and cancer mouse models to unravel the anticancer genes regulated by aerobic exercise in a genome-wide manner.

In this study, we used mRNA-seq to profile gene expression changes following high-intensity aerobic exercise in mice. In particular, we analyzed the gastrocnemius muscle, heart, and lungs to identify genes potentially mediating the anticancer effects of exercise. By comparing the effects of exercise in normal and colorectal cancer-bearing mice, we analyzed the genetic changes stimulated by exercise and the presence of cancer. Furthermore, we identified genes that are regulated both by exercise and cancer, but opposite in direction. By modulating the expression of these genes *in vitro*, we analyzed their potential anticancer effects. These findings provide evidence of colorectal cancer-related gene expression changes *in vivo* and suggest potential molecular effectors of exercise that may have anticancer activity in this colorectal cancer animal model.

## 2 Materials and Methods

### 2.1 Animals and Exercise Protocol

Forty pathogen-free male CDF1 mice, weighing 18–20 g, at 4 weeks of age were purchased from the Central Animal Laboratory (Seoul, Korea). The mice were randomly divided into no-exercise non-cancer healthy control group [N = 10; E(−)T(−)], no exercise with cancer group [N = 10; E(−)T(+)], high-intensity aerobic exercise healthy group [N = 10; E(+) T(−)], and high-intensity aerobic exercise with cancer group [N = 10; E(+)T(+)]. All animals were bred in our pathogen-free animal facilities and allowed access to standard chow and water *ad libitum*. They were housed in a sterile room maintained at 22–24°C with a 12:12 h light-dark cycle. For the treadmill exercise, a modification of a published protocol was used (Zogaib and Monte-Alto-Costa, 2011). The mice were made to run on a four-lane-motorized treadmill with a light shield (45 min with 0° slope, 09:00∼12:00 p.m.) once every 2 days in order to minimize the effect of biorhythms and overwork. High-intensity aerobic exercise was conducted at 1.0 km/h (90% of the maximal heart rate). Animals were sacrificed at the end of the experiments, on day 19, by exsanguination under anesthesia induced by a mixture of tiletamine, zolazepam, and xylazine (40 mg/kg body mass). Tissues, including the right gastrocnemius muscles, lungs, and hearts of each group, were isolated for further analyses.

Animal use and maintenance protocols were approved by the Yeungnam University Medical Centre Institutional Animal Care and Use Committee (YUMC-AEC2020-008). The evaluation criteria were as follows: rationale and purpose of the proposed animal use; justification of species and number of animals requested; unnecessary duplication of tests or experiments; availability or appropriateness of the use of minimally invasive procedures; adequacy of training and personnel experience; multiple major surgical procedures conducted; unusual housing and husbandry requirements; appropriate sedation, analgesia, and anesthesia; method of euthanasia or disposition of animals; timely intervention criteria and procedures or euthanasia, if required; and safety of the working environment for personnel.

### 2.2 Study Design

The gastrocnemius muscles, lungs, and hearts of the four different groups of mice were analyzed through mRNA-seq. In total, 23,282 genes were identified. Of these, 40 genes (*Col3a1*, *Col5a2*, *IL15*, *Tnnc1*, *Col1a1*, *Osr2*, *Ifrd1*, *Trim63*, *Asb2*, *Maff*, *Myl6b*, *Six2*, *Fos*, *etc.*) were selected based on at least two-fold changes and normalized read count of four in all three-way comparisons 1) the effect of high-intensity aerobic exercise [E(+)T(−) vs. E(−)T(−)], 2) cancer effect [E(−)T(+) vs. E(−)T(−)], and 3) the effect of exercise on cancer-bearing mice [E(+)T(+) vs. E(−)T(+)] groups in the gastrocnemius muscle. The expression of these genes was further verified *via* quantitative reverse transcription-polymerase chain reaction (RT-qPCR) analysis of samples from littermates of the original four groups. The selected genes were used for the Kyoto Encyclopedia of Genes and Genomes (KEGG) mapper (https://www.genome.jp/kegg/mapper.html). Based on the mRNA-seq, RT-qPCR validation, and KEGG analysis data, four genes (*Fos*, *Trim63*, *Six2*, and *Col1a1*) were examined for their potential effects on cancer cell viability.

### 2.3 Establishing the Mouse Cancer Model

Approximately 1 × 10^5^ CT26 murine colorectal cancer cells (purchased from Korean Cell Bank, Seoul, Korea) were injected into each mouse *via* the tail vein to establish the cancer mouse model. The mice were then returned to their cages. They were periodically examined with the VISQUE InVivo Smart imaging system (Vieworks, Chayon, Korea), following the injection of MMPSense680 reagent (PerkinElmer, Waltham, MA, United States) *via* the tail vein to examine cancer cell metastasis.

### 2.4 Tissue-to-Body Weight Ratio, Body Weight Change, and Food Intake

Bodyweight and food intake were monitored to assess the quality of life. The lung, heart, and gastrocnemius muscles were isolated at the end of the study. The weights of these tissues were determined, and the weight differences among the groups were compared (Table 1).

**TABLE 1:** Tissue weight data.

		Normal control	Cancer control	Cancer exercise	Normal exercise
Spleen		75.50 ± 3.69	181.00 ± 19.86	184.00 ± 30.82*	78.33 ± 5.75
Diaphragm		70.33 ± 4.03	269.25 ± 122.65	568.00 ± 130.19	65.29 ± 5.83
Plantaris muscle	R	11.67 ± 0.99	10.00 ± 0.69	13.17 ± 0.83	15.29 ± 0.68 Ω ^∞∞^
	L	12.83 ± 0.60	8.28 ± 0.52^##^	11.00 ± 1.02^∇∇^	15.42 ± 0.43^∞∞^
Gastrocnemius muscle	R	113.17 ± 5.96	85.29 ± 3.76^##^	88.71 ± 6.09*^∇∇^	127.17 ± 3.75^∞∞^
	L	111.33 ± 4.92	82.43 ± 4.59^##^	93.00 ± 5.54^∇∇^	128.33 ± 3.77^∞∞^

N = 4–10; Values are mean ± S.D. Note that Diaphragm muscle showed remarkably increased weight in the cancer groups even though there are no significant differences. Only the right of right hindlimb plantaris muscle shows the statistical difference between control and exercise; *p < 0.05: statistical significance between control and cancer exercise; ^Ω^ *p* < 0.05: statistical significance between control and exercise; ^##^ *p* < 0.01: statistical significance between control and cancer; ^∞∞^ *p* < 0.01: statistical significance between exercise and cancer; ^∇∇^ *p* < 0.01: statistical significance between exercise and cancer exercise.

### 2.5 RNA Extraction

Total RNA from each sample was extracted using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, United States) according to the manufacturer’s instructions. The quality of the extracted RNA was assessed using a model 2100 bioanalyzer equipped with an RNA 6000 Nano Chip (Agilent Technologies, Santa Clara, CA, United States). RNA quantification was performed using an ND-2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, United States).

### 2.6 Library Preparation and Sequencing

The sequencing library was constructed using the QuantiSeq 3′ mRNA-Seq Library Prep Kit (Lexogen Inc., Vienna, Austria) according to the manufacturer’s instructions. Total RNA (500 ng) was extracted, and an Illumina platform-compatible sequence containing an oligo-dT primer was hybridized for reverse transcription. An Illumina-compatible linker sequence containing random sequences was used as the posterior procedure for degradation of the RNA template. Magnetic beads were used to purify the double-stranded sequencing library. Complete adapter sequences for cluster generation were added to amplify the library. The high-throughput sequencing procedure (as the single-end 75 sequences) was then performed using the NextSeq 500 device (Illumina Inc., San Diego, CA, United States). mRNA-seq analysis identified 23,282 genes. Changes in their expression levels were calculated as log_2_ values for genes with higher than normalized read count of four.

### 2.7 Cell Culture and Transfection

CT26 cells were grown in Dulbecco’s modified Eagle’s medium (DMEM), supplemented with 10% fetal bovine serum, 100 IU/ml penicillin, and 100 mg/ml streptomycin in a 5% CO_2_/95% air humidified atmosphere. Cells were passaged every 3–4 days and maintained at a dilution of 1.5 × 10^5^ cells per well (90 mm in diameter) via trypsinization until the cells reached approximately 70%–80% confluency. For transfection, Lipofectamine 3000 (Thermo Fisher Scientific, Waltham, MA, United States) was used according to the manufacturer’s instructions. The sequences of the small interfering RNAs (siRNAs) used in this study are provided in Supplementary Table S1. For overexpression of a target gene, pcDNA3 plasmid vectors encoding the complementary DNA of the gene were transfected into the cells using Lipofectamine 3000. Prior to every experiment, the cells were cultured for at least 18 h for stabilization.

### 2.8 RT-qPCR

Approximately 1 μg of total RNA was reverse transcribed with RevertAid reverse transcriptase (Thermo Fisher Scientific, Waltham, MA, United States) to synthesize cDNA. RT-qPCR was performed using SYBR Green to analyze changes in gene expression. The primer sequences used in this study are listed in Supplementary Table S2.

### 2.9 Cell Viability Assay

For adherent cell lines, 4.0 × 10^4^ cells were seeded per well in a 24-well plate and stabilized for 18 h. 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) (MTT) assay (CyQUANT™ MTT Cell Viability Assay, Thermo Fisher Scientific, Waltham, MA, United States) was performed, following the manufacturer’s instructions, after transfection and incubation of siRNA and cDNA plasmids for 72 h. Cell viability was determined by measuring the absorbance at 580 nm using a Varioskan LUX multimode microplate reader (Thermo Fisher Scientific, Waltham, MA, United States).

### 2.10 Western Blotting

CT26 cell lysates were prepared by suspending the cell pellets in lysis buffer (50 mM Tris-HCl, pH 8.0, 100 mM KCl, 0.5% NP-40, 10% glycerol, and 1 mM DTT), supplemented with a protease inhibitor cocktail (Merck, Darmstadt, Germany), and incubating on ice for 10 min. Complete lysis was achieved by sonication. Protein samples (40 µg) were separated *via* sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred onto a poly(vinylidene fluoride) membrane (Merck, Darmstadt, Germany) using an Amersham semi-dry transfer system. The primary antibodies used in this study were as follows: Fos (Cell Signaling Technology, Danvers, MA, United States, 4384T), Col1a1 (Cell Signaling Technology, Danvers, MA, United States, 91144S), Six2 (LSBio, Seattle, WA, United States, LS-C386068), Trim63 (R&D Systems, Minneapolis, MN, United States, AF5366), and β-tubulin (Cell Signalling Technology, Danvers, MA, United States, 86298S).

### 2.11 Data and Statistical Analyses

Bowtie2 sequence alignment was performed using QuantSeq 3′ mRNA-Seq reads (Langmead and Salzberg, 2012). Genome assembly sequence or the representative transcript sequence derived from the Bowtie2 indices was generated to map the sequencing reads to the genome. The aligned files for assembling transcripts estimated their abundance and detected the differential expression of genes. Differentially expressed genes (DEGs) were determined using coverage in Bedtools derived counts (Quinlan and Hall, 2010). Using Bioconductor (Gentleman et al., 2004), read count data were processed according to the quantile normalization method using EdgeR within R (Law et al., 2016). DAVID (http://david.abcc.ncifcrf.gov/) was used for gene ontology analysis of DEGs.

All data are presented as mean ± standard error of the mean. Two-way repeated measure ANOVA was used to calculate the *p*-values for the daily food intake and weight of the mice. *p*-values for the tissue weight data in Table 1 were determined *via* a one-way ANOVA with a one-sided Dunnett’s test by comparing the experimental groups to the normal control group. A student’s t-test was used to determine *p*-values for the data presented in Figure 6.

## 3 Results

### 3.1 High-Intensity Aerobic Exercise Prevents Cancer Development *In Vivo*

We applied increasing physical fitness to imitate regular physical activity in a cancer mouse model to examine the molecular effects of exercise on cancer development. To induce cancer, we introduced CT26 murine colorectal cancer cells in mice *via* tail vein injection, which resulted in the dissemination of cancer throughout the body, including the colon and lungs. Throughout the study, we compared four groups of mice (Figure 1A: 1) healthy mice without exercise [Normal control; E(−)T(−)], 2) cancer-bearing mice without exercise [Cancer control; E(−)T(+)], 3) cancer-bearing mice with high-intensity aerobic exercise [Cancer exercise; E(+)T(+)], and 4) healthy mice with high-intensity aerobic exercise [Normal exercise; E(+)T(−)]. High-intensity aerobic exercise was performed on a motorized treadmill with a maximal heart rate of 90%, which is a standard load for the high-intensity aerobic exercise based on the estimated maximum oxygen consumption (Zogaib and Monte-Alto-Costa, 2011). We monitored the changes in food intake and weight to analyze the effects of cancer and high-intensity aerobic exercise (Figure 1B). Significant differences were observed in body weights and food intake among the four groups during the exercise intervention (*p* < 0.01). Mice in the cancer control group [E(−)T(+)] showed a dramatic weight loss over the course of the experiment. In contrast, mice in the high-intensity aerobic exercise group maintained their weight regardless of cancer development. In addition, we observed significantly different interactions with food intake among the four groups over time (*p* < 0.01) (Figure 1B). Metastasis was confirmed in cancer-induced mice; however, the degree of tumor growth was significantly reduced in the high-intensity aerobic exercise group (Figure 1C). The images of all cancer-bearing mice, with or without high-intensity aerobic exercise, are shown in Figures 1C,D.

**FIGURE 1:**
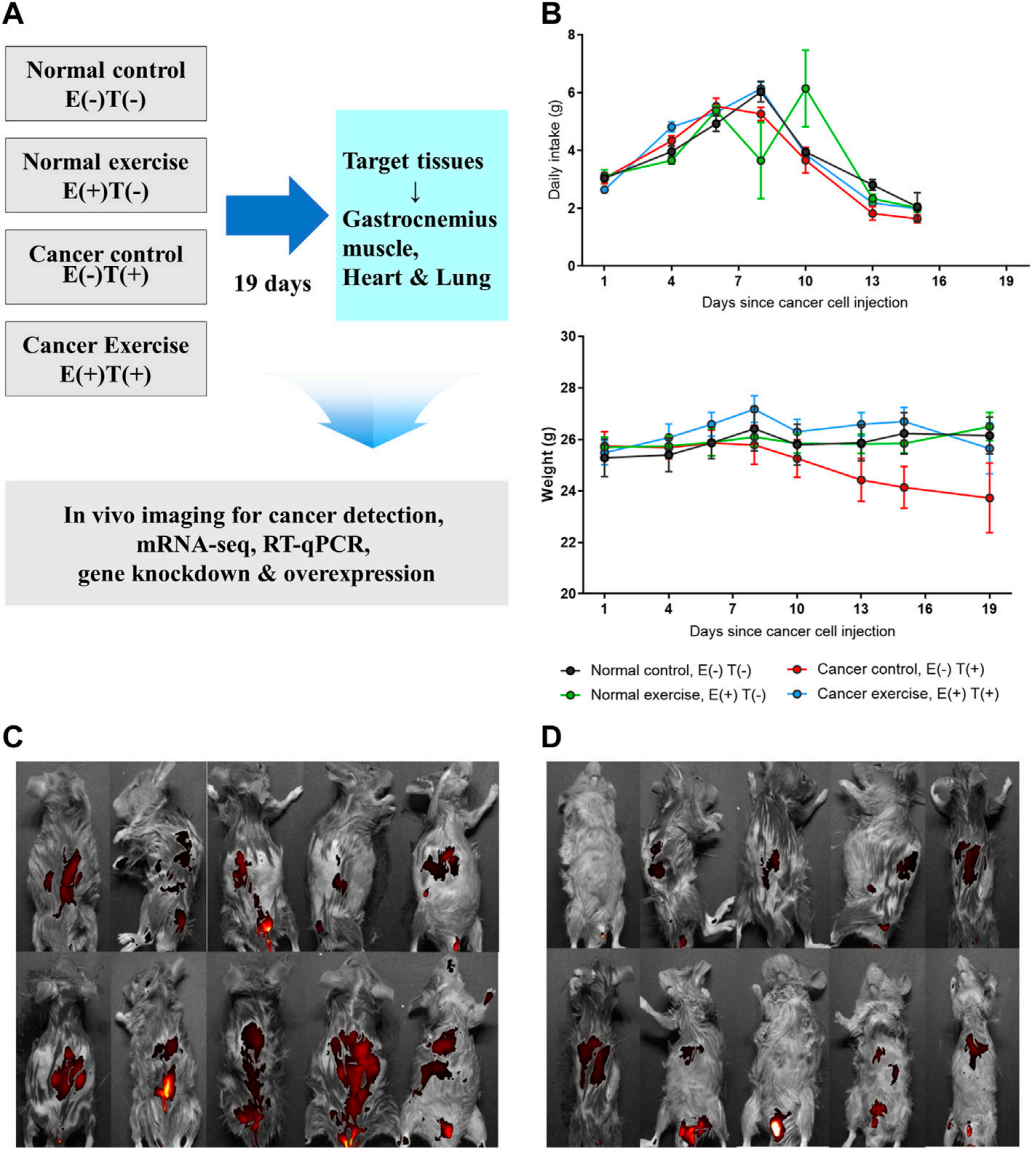
*In vivo* animal model to study the molecular effect of high-intensity aerobic exercise. **(A)** In the current study, 40 mice were divided into four groups of ten mice each (normal control, normal exercise, cancer control, and cancer exercise). The changes of daily intake and weight of each group were traced for 19 days. After 19 days, *in vivo* images for detecting CT-26-derived cancer metastasis were taken for cancer-bearing mice, and tissues were isolated for detecting proteins, mRNA-seq, RT-qPCR, *in vitro* gene downregulation and/or overexpression analyses. **(B)** Average daily food intake and weight changes of mice from each group during the 19 days of the experiment. Statistical differences (*p* = 0.007 for food intake and *p* = 0.001 for weight changes) in the interaction between the number of days and the group are shown. **(C,D)** *In vivo* images showing that cancer metastasized the whole mice in cancer control **(C)** and cancer exercise mice used in this study **(D)**.

To further analyze the molecular effects of high-intensity aerobic exercise, specifically to identify the cancer-preventive effectors of exercise, we sacrificed the mice at the end of the experiment (19 days after the vein injection) and examined tissues obtained from the spleen, diaphragm, plantaris, and gastrocnemius muscle (Figure 1A; Table 1). The weight of spleen tissue in the cancer exercise group was approximately 2.44 times higher than that in the control group (*p* < 0.05). Examination of the distal part of the right and left skeletal muscles (plantaris and gastrocnemius muscles) revealed that hypertrophy was induced to a greater extent in the high-intensity aerobic exercise group than in the no-exercise group (*p* < 0.01). This result indicated cancer-induced atrophy in the gastrocnemius muscle rather than in the plantaris muscle. While both legs showed a significant reduction of the gastrocnemius muscle, only the plantaris muscle of the left leg decreased significantly (*p* < 0.01). Exercise did not influence hypertrophy in the cancer groups [E(−)T(+) vs. E(+)T(+)]. However, hypertrophy of the diaphragm in the cancer control mice was approximately 3.84 times more than that in the healthy control mice (Table 1). Hypertrophy of the diaphragm in cancer with high-intensity aerobic exercise groups was about eight times greater than that in the healthy control group (Table 1).

### 3.2 Changes in Gene Expression Patterns Induced by High-Intensity Aerobic Exercise

We isolated the gastrocnemius muscles from each group and extracted total RNA after homogenization. We then constructed mRNA-seq libraries using oligo-dT beads and analyzed the gene expression patterns *via* high-throughput sequencing. Each sample was analyzed using ExDEGA, including gene ontology (GO), which defines skeletal muscle-related genes from a pool of 23,282 genes. Skeletal muscle-related genes were identified using the QuickGO annotation list, which yielded 16 skeletal muscle-related terms defining a total of 336,468 annotations (https://www.ebi.ac.uk/QuickGO/). This analytical method yielded the expression patterns of 998 skeletal muscle-related genes. Clustering analysis was performed on these 998 genes, and a heatmap was constructed (Figure 2). The left column describes the expression pattern of the top 285 from the 998 genes selected with a minimum normalized read count of four and 1.25 fold change against that of the control group (Figure 2A). The red indicates upregulated genes, and the blue indicates downregulated genes. Similarly, the list was narrowed down by selecting genes that showed at least 2-fold changes in all three-way pairwise comparisons (Figure 2B).

**FIGURE 2:**
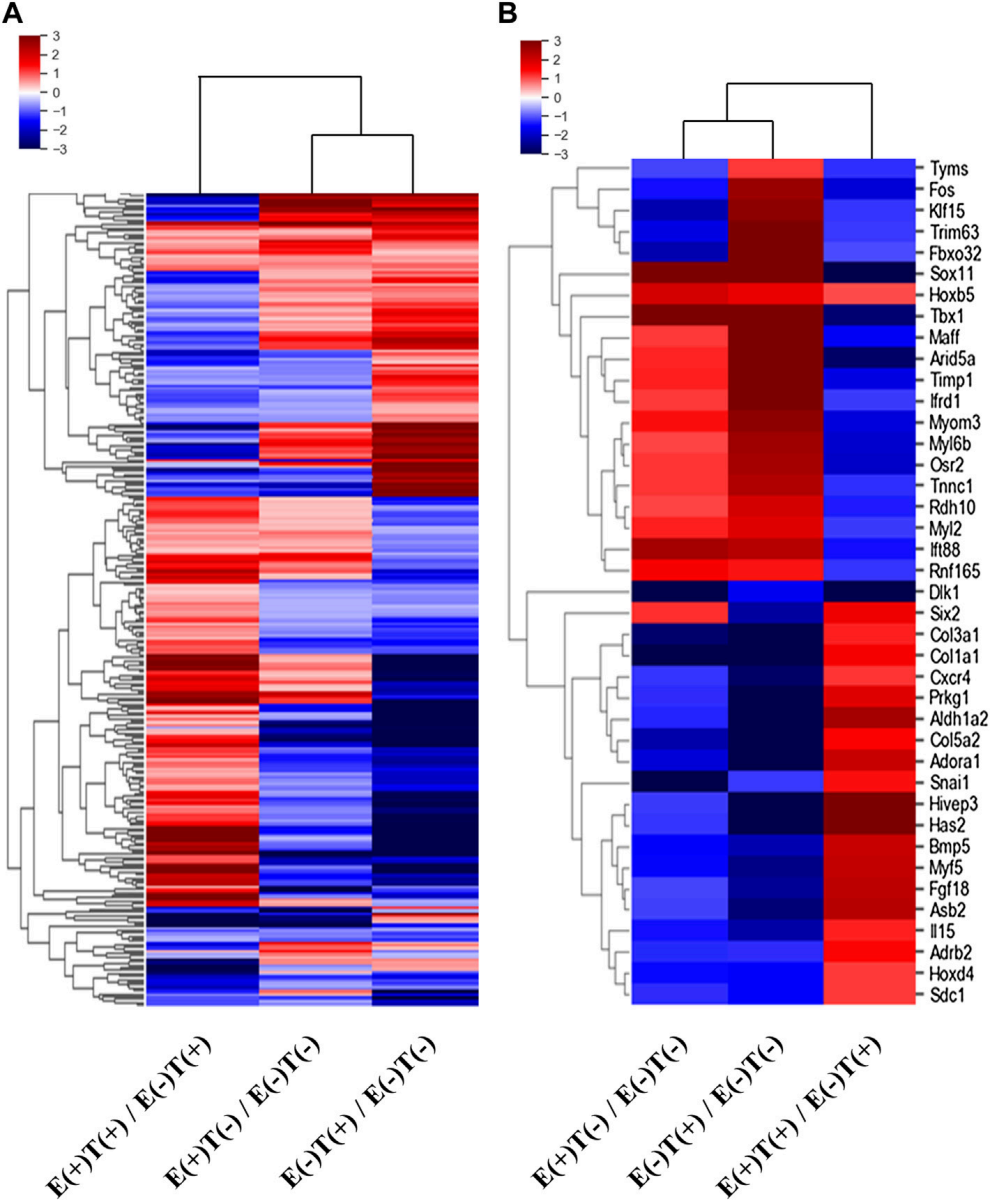
Heatmaps of DEGs of skeletal muscle-related genes. The differentially expressed skeletal muscle-related genes were selected according to the fold changes and normalized read counts from the output of mRNA-seq of skeletal muscles (gastrocnemius muscle). E, exercise; T, tumor injection; (+), execution; (−), non-execution. **(A)** A heatmap of top 285 DEGs (at least 1.25-fold change in expression in any one of the three-way comparisons shown) from 998 skeletal muscle-related genes. **(B)** A heatmap of top 40 DEGs (at least two-fold change in expression in all three-way comparisons) from 998 skeletal muscle-related genes. Remarkably different expressional patterns of the gastrocnemius muscle-derived genes are shown.

### 3.3 Gene Expression Patterns in Tissues From the Exercise Intervention Mouse Cancer Model

The gastrocnemius muscle was obtained from a representative mouse from each of the four groups, and the gene expression profiles were analyzed *via* mRNA-seq. We first analyzed the effect of high-intensity aerobic exercise on gene expression [E(+)T(−) vs. E(−)T(−)] and the effect of exercise on gene expression in cancer-bearing mice [E(+)T(+) vs. E(−)T(+)]. We found that high-intensity aerobic exercise resulted in up- or downregulation of 1,796 genes by at least two-fold, while in the cancer-bearing mice, exercise resulted in a change in the expression of 3,013 genes by at least two-fold (Figure 3A). Considering that no tumor growth was observed in the gastrocnemius muscle tissue of the cancer exercise mouse, bearing cancer results in a remarkable change in gene expression throughout the body.

**FIGURE 3:**
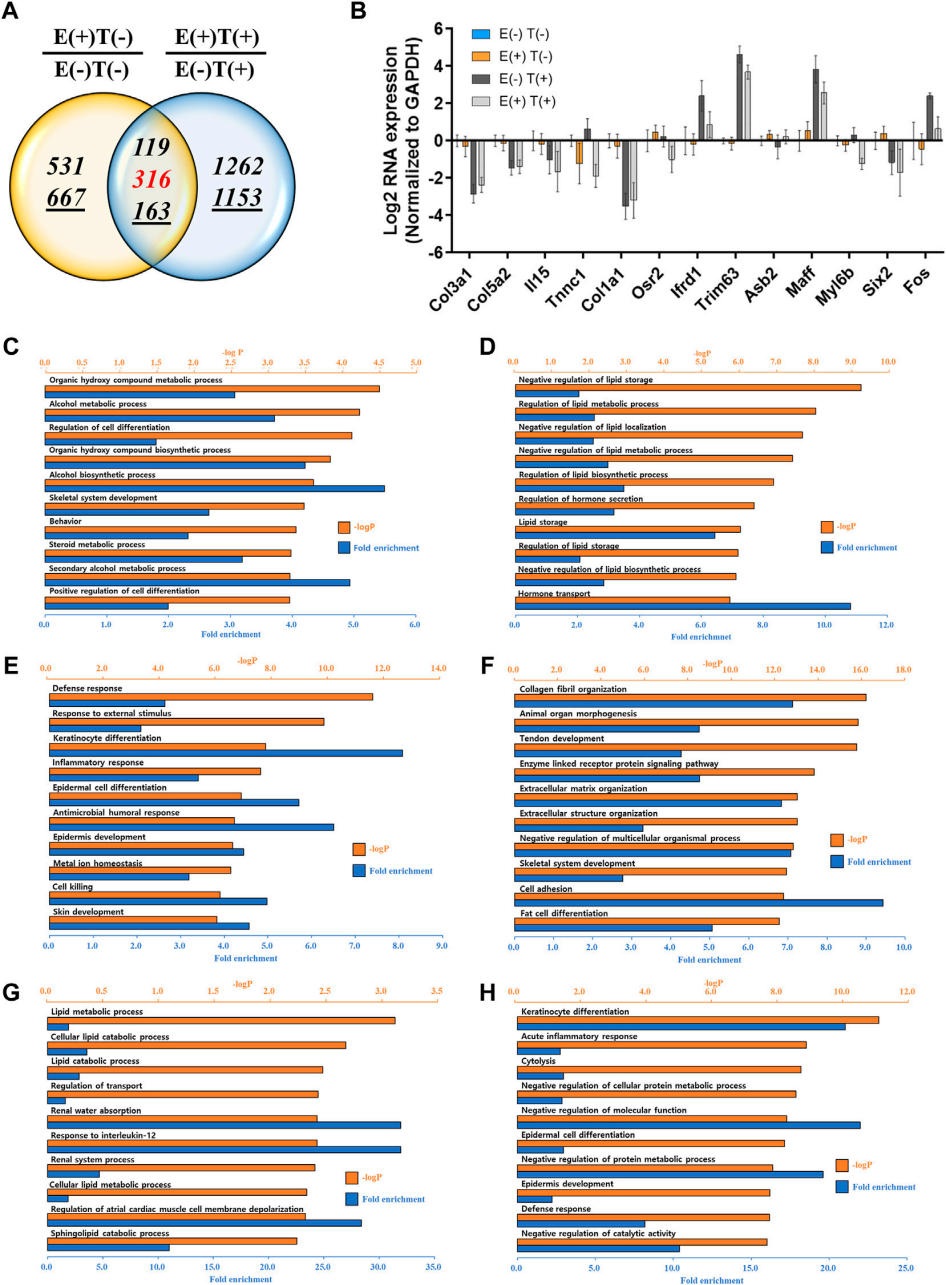
mRNA-seq analysis of skeletal (gastrocnemius) muscle tissue. **(A)** Venn diagram of the number of DEGs for the effect of exercise for normal [E(+)T(−)/E(−)T(−)] and tumor-bearing [E(+)T(+)/E(−)T(+)] mice. The high-intensity aerobic exercise resulted in 1,796 up- or downregulated genes by at least two-fold, while tumor-bearing mice resulted in a change in the 3,013 genetic expressions by at least two-fold. The italicized number indicates the number of upregulated genes while the italicized and underlined number indicates the number of downregulated genes. Those with opposite effects between the two groups (contra-regulated) are shown in red. The DEGs were defined as genes with a fold change of two and a normalized read count of four. **(B)** Bar graph of log2 fold change of selected genes in the contra-regulated group using RT-qPCR of the littermates. The fold change was calculated by normalizing the data to that of the housekeeping gene (glyceraldehyde 3-phosphate dehydrogenase*, GAPDH*) and then to the level in the normal control group. A consistent change compared to the mRNA-seq analysis was observed. **(C,D)** GO analysis of the upregulated **(C)** or downregulated DEGs **(D)** comparing E(+)T(−) and E(−)T(−) mice. The significant enriched terms include biosynthetic hormone secretion and lipid-related processes. **(E,F)** GO analysis of the upregulated **(E)** or downregulated DEGs **(F)** comparing E(−)T(+) and E(−)T(−) mice. This result indicates that the presence of cancer results in the systemic modulation of immune function. **(G,H)** GO analysis of the upregulated **(G)** or downregulated DEGs **(H)** comparing E(+)T(+) and E(−)T(+) mice. Enrichment of immune-related terms is clear, suggesting that exercise may successfully prevent the global gene expression changes induced by cancer, particularly those related to immune function. For all GO analyses, the top 300 DEGs were used, and the top ten pathways ranked by –logP and fold enrichment are shown.

Among these DEGs, we focused on the genes that showed a negative correlation between high-intensity aerobic exercise and the presence of tumors (shown in red in Figure 3A). These genes showed differential expression by more than two-fold when the mice underwent high-intensity aerobic exercise, but showed a reverse change when cancer was induced. In other words, these genes may represent the molecular factors under which exercise resulted in a cancer-preventive effect by reversing the changes induced by the presence of cancer. A few examples of genes with up- or downregulation and a negative correlation between exercise and cancer are shown in Figure 3B. We further validated the expression patterns of these genes by analyzing their expression in littermates using RT-qPCR, which showed a consistent change as in our mRNA-seq analysis (Figure 3B).

Next, we performed GO analysis on the DEGs in each pair. First, we compared gene expression in the healthy control mice and high-intensity aerobic exercise mice (Figures 3C,D). The significantly enriched terms for upregulated genes were related to the biosynthetic process and hormone transport, indicating that high-intensity aerobic exercise may induce systemic effects by increasing biosynthetic hormone secretion from the skeletal muscle (Figure 3C). In addition, the lipid-related process term was downregulated in mice undergoing high-intensity aerobic exercise (Figure 3D). Next, we compared the effect of cancer by comparing gene expression in healthy controls with that in cancer-bearing mice (Figures 3E,F). Significantly enriched terms included defense response, cell killing, and skin-related responses such as keratinocyte differentiation and skin development. This result indicates that the presence of cancer results in the systemic modulation of immune function. Lastly, when we compared gene expression in the cancer control mice with that in cancer and high-intensity aerobic exercise mice, the observed enrichment of immune-related terms are shown in the downregulated genes, suggesting that exercise may successfully prevent the global gene expression changes induced by cancer, particularly those related to immune function (Figures 3G,H).

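The heart mRNA-seq data comprised 4 libraries, 1 for each of the normal control E(−)T(−), normal exercise E(+)T(−), cancer control E(−)T(+) and cancer exercise E(+)T(+) groups. There was no replicate within a group, so differences between libraries have no replicate check. Libraries were made with the QuantSeq kit, which sequences the 3′ end of mRNA, so that a read stands for a transcript regardless of its length. The authors aligned the reads with Bowtie2, counted them per gene with Bedtools and normalized the read counts in R by a quantile method of edgeR. The values they deposited are on a log2 scale and include this normalization. The deposited values were given back by log2(normalized read count + 1) with quantile-adjusted counts at a common dispersion of 0.149, and whole reads could be recovered from them. All values were given back within 0.000512, and of the 25460 values between 5 and 99 reads, 100% lay within 0.1 of a whole read. The recovered totals were 6595378 reads for E(−)T(−), 8477153 for E(+)T(−), 9532910 for E(−)T(+) and 11545992 for E(+)T(+). Globin genes took 37.3% of the reads of E(+)T(+), against 8.76% of E(−)T(−), 8.40% of E(+)T(−) and 7.86% of E(−)T(+). Fold changes were computed from the deposited values, that is on the log2(normalized read count + 1) scale, which understates the change of genes with few reads. A gene was called a DEG in a comparison when its normalized read count was at least 4 in at least 1 of the 2 libraries and its fold change was at least 2 in either direction. Where a library held at most 3 reads of a gene, the fold change was computed against 3 reads. It is given as at least that value, which bounds the observed change only. Where that library held 1 or 2 reads, the 95% interval can reach below this value and is given beside it. Intervals of single genes are 95% Clopper-Pearson intervals of the ratio of recovered reads at the libraries' effective sizes, and they cover counting error only.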

We performed a similar analysis by examining gene expression profiles in other organs, such as the lungs and heart (Figures 4, 5). For the lungs, 810 up or downregulated genes were detected by filtering genes with a fold change of two and a normalized read count of four, owing to the high-intensity aerobic exercise effect, while 5,702 genes showed altered expression due to the effect of exercise in the cancer model (Figure 4A). 

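In the heart, 1711 DEGs were found for E(+)T(−) vs. E(−)T(−), 819 of them upregulated and 892 downregulated, among 13937 genes that passed the count minimum. For E(+)T(+) vs. E(−)T(+), 2790 DEGs were found among 14363 genes, of which 1349 were upregulated and 1441 downregulated. The count minimum moved the first of these numbers to 782 DEGs with a minimum of 16 normalized reads and to 2798 with no minimum. A log2 value of at least 4, chosen after seeing the values, gave 806 DEGs for the first comparison and 1676 for the second. Computed from recovered reads, the same minimum gave 806 and 1668, the numbers the paper gives for the heart. An exact binomial test (two-sided, Benjamini-Hochberg adjusted) of each gene's recovered reads, given the library totals, compares these libraries and not the conditions. By this test, 692 of the DEGs of E(+)T(−) vs. E(−)T(−) and 1790 of those of E(+)T(+) vs. E(−)T(+) differed by more than read sampling at an adjusted threshold of 0.05. The upregulated DEGs of E(+)T(−) with the largest fold changes, among genes that reached 100 normalized reads, were Hspa1a, Hspa1b and 1500015O10Rik. Hspa1a rose from 71 to 3848 reads, a log2 fold change of 5.40 (95% interval 5.08 to 5.78). Hspa1b rose by 4.96, and since it is a near-identical copy of Hspa1a, the division of reads between the pair is uncertain. The log2 fold change of 1500015O10Rik was 4.03 on 229 reads against 10. Scd1 fell by 3.10, Elovl6 by 2.73 and Retn fell by 2.61 on the log2 scale, the last of these being an adipocyte marker. In E(+)T(+) vs. E(−)T(+), Ucp1 had 814 reads against 0, a log2 fold change of at least 7.93, and it had 0 reads in both libraries without tumor. Apol11b rose by 6.12 and Slc4a1, an erythrocyte gene, by 5.04. Among genes that reached 100 normalized reads, the largest decreases were those of Marco, which fell by 4.66, Arg1, which fell by 3.45, and Hmga2, which fell by 3.40 on the log2 scale.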

Under the same conditions as in the lungs, the expression of 806 genes in E(+)T(−) vs. E(−)T(−) and 1,668 genes in E(+)T(+) vs. E(−)T(+) was altered in the heart tissue (Figure 5A). The RT-qPCR validation using the littermates for a selected DEGs (*Cflar*, *Cacna1s*, *Actn3*, *Myoz2*, *Il15*, *Acta1*, and *Ar* for the lungs; *Cflar*, *Myoc*, *Trim63*, *Acta1*, and *Ar* for the heart) from red-labeled contra-regulated genes (198 for the lungs and 96 for the heart) are shown in each figure (Figures 4B, 5B). 

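In the mRNA-seq data of the heart, 571 genes were DEGs in both exercise comparisons. Of these, 284 were contra-regulated, 120 were upregulated in both and 167 were downregulated in both. A further 558 genes were upregulated and 582 downregulated in E(+)T(−) vs. E(−)T(−) alone, and 1086 were upregulated and 1133 downregulated in E(+)T(+) vs. E(−)T(+) alone. Without a count minimum, the number of contra-regulated genes was 570. It was 97 with a minimum of 4 normalized reads in both libraries and 88 with a minimum of 16. A log2 value of at least 4, chosen after seeing the values, gave 96. Of Cflar, Myoc, Trim63 and Acta1, none changed by 2-fold in E(+)T(−) vs. E(−)T(−), so that none met the definition of a contra-regulated gene. Myoc was read at low depth, with 21 reads in E(−)T(−), 20 in E(+)T(−), 2 in E(−)T(+) and 14 in E(+)T(+). Its log2 fold change was −0.38 (95% interval −1.37 to 0.54) in E(+)T(−) vs. E(−)T(−). In E(+)T(+) vs. E(−)T(+) it was at least 2.16 (95% interval 1.00 to 6.30).

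**Figure D1:**
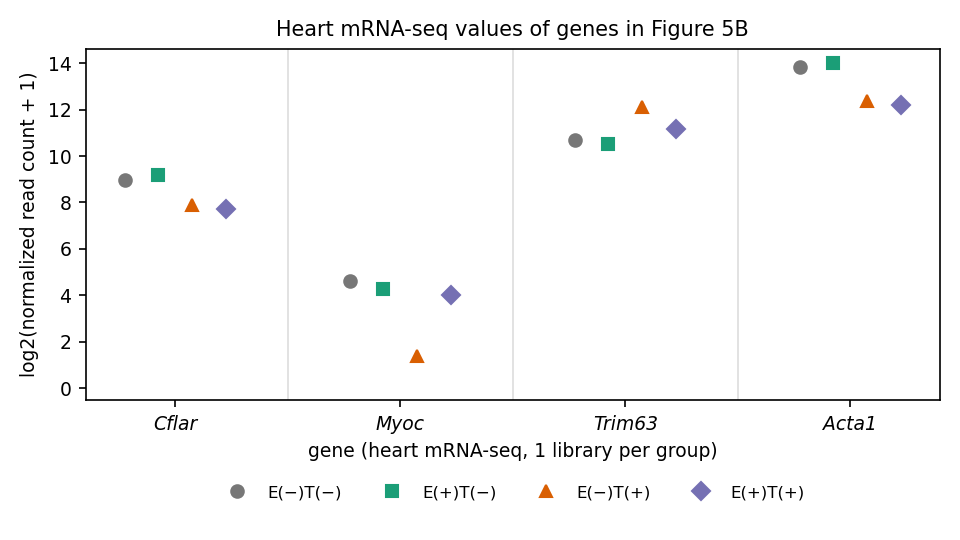
Deposited log2(normalized read count + 1) values of Cflar, Myoc, Trim63 and Acta1 in the heart, 1 point per library, with 1 library per group. The 2 libraries without tumor lie within 0.38 of each other for each of the 4 genes, while Myoc is lowest in E(−)T(+), at 1.37.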

Some genes from the heart and lungs were commonly regulated (i.e., *Cflar*, *Ar*, and *Acta1*).

**FIGURE 4:**
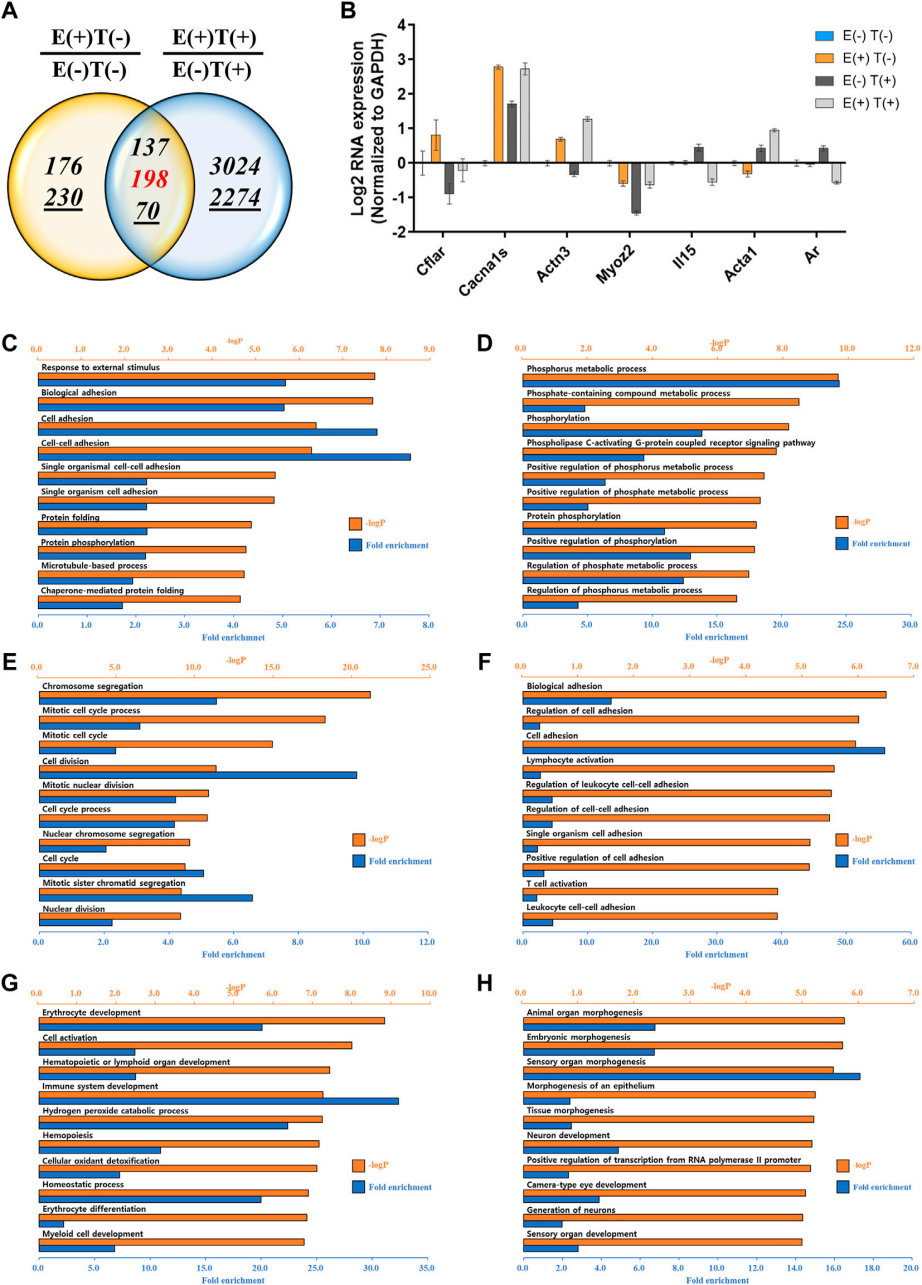
mRNA-seq analysis of the lungs. **(A)** Venn diagram of the number of DEGs for the effect of exercise for normal [E(+)T(−)/E(−)T(−)] and tumor-bearing [E(+)T(+)/E(−)T(+)] mice. The italicized number indicates the number of upregulated genes while the italicized and underlined number indicates the number of downregulated genes. Those with opposite effects between the two groups (contra-regulated) are shown in red. The DEGs were defined as genes with a fold change of two and a normalized read count of four. **(B)** Bar graph of log2 fold change of selected genes in the contra-regulated group using RT-qPCR of the littermates. The fold change was calculated by normalizing the data to that of *GAPDH* and then to the level in the normal control group. A consistent change compared to the mRNA-seq analysis was observed. **(C,D)** GO analysis of the upregulated **(C)** or downregulated DEGs **(D)** comparing E(+)T(−) and E(−)T(−) mice. Significantly enriched terms include cell adhesion, protein folding, and phosphorus metabolic process. **(E,F)** GO analysis of the upregulated **(E)** or downregulated DEGs **(F)** comparing E(−)T(+) and E(−)T(−) mice. The presence of cancer resulted in the upregulation of genes related to cell division while genes related to cell adhesion and T cell activation were downregulated. **(G,H)** GO analysis of the upregulated **(G)** or downregulated DEGs **(H)** comparing E(+)T(+) and E(−)T(+) mice. Exercise in cancer-bearing mice resulted in the upregulation of genes related to blood cell differentiation and cell activation while decreased genes associated with organ development. For all GO analyses, the top 300 DEGs were used, and the top ten pathways ranked by –logP and fold enrichment are shown.

**FIGURE 5:**
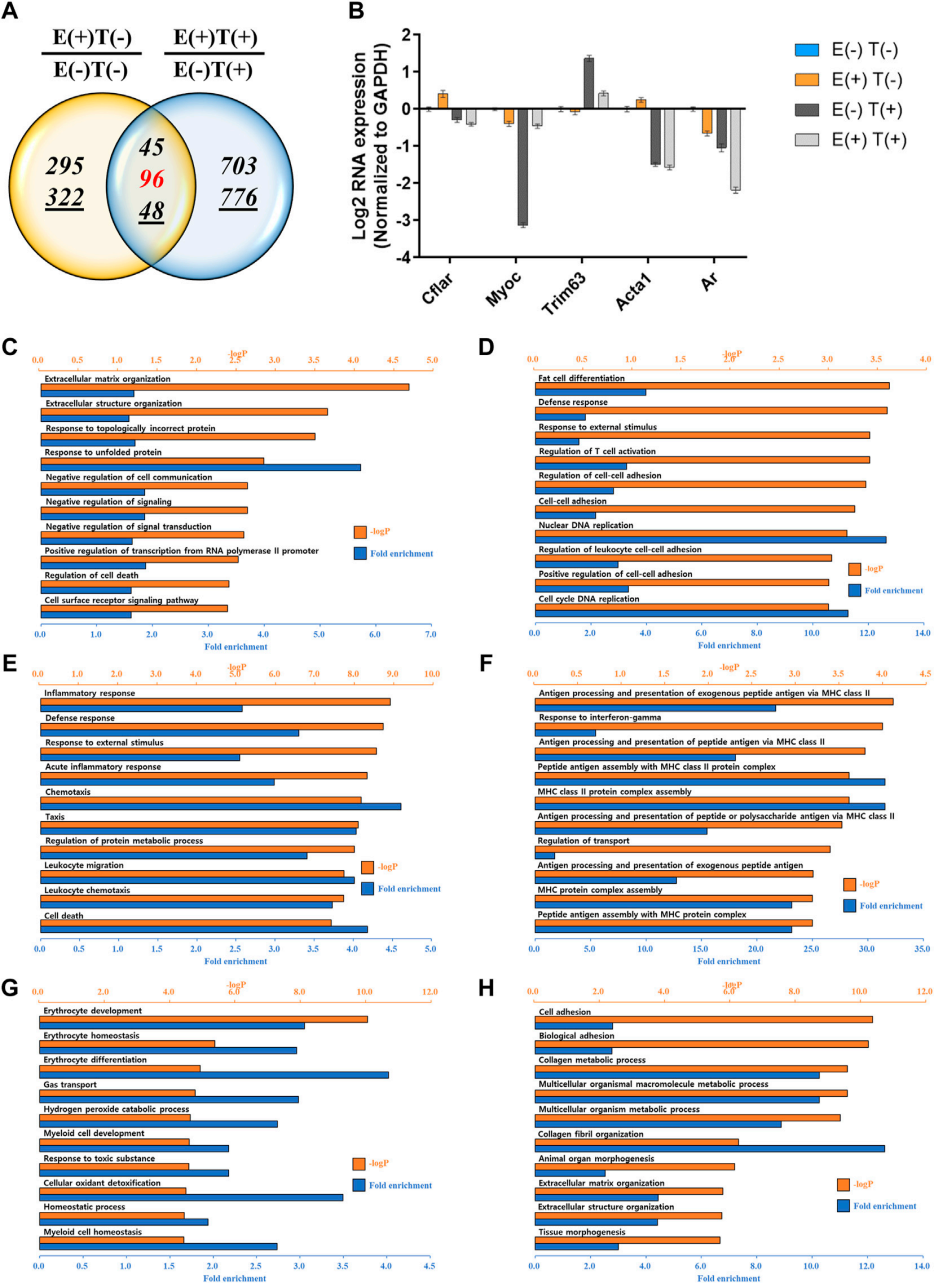
mRNA-seq analysis of the heart. **(A)** Venn diagram of the number of DEGs for the effect of exercise for normal [E(+)T(−)/E(−)T(−)] and tumor-bearing [E(+)T(+)/E(−)T(+)] mice. The italicized number indicates the number of upregulated genes while the italicized and underlined number indicates the number of downregulated genes. Those with opposite effects between the two groups (contra-regulated) are shown in red. The DEGs were defined as genes with a fold change of two and a normalized read count of four. **(B)** Bar graph of log2 fold change of selected genes in the contra-regulated group using RT-qPCR of the littermates. The fold change was calculated by normalizing the data to that of *GAPDH* and then to the level in the normal control group. A consistent change compared to the mRNA-seq analysis was observed. **(C,D)** GO analysis of the upregulated **(C)** or downregulated DEGs **(D)** comparing E(+)T(−) and E(−)T(−) mice. Exercise triggered the expression of genes related to protein folding and matrix reorganization while decreased genes associated with DNA replication and cell-cell adhesion. **(E,F)** GO analysis of the upregulated **(E)** or downregulated DEGs **(F)** comparing E(−)T(+) and E(−)T(−) mice. The presence of cancer resulted in inflammatory response and chemotaxis while decreased genes related to transport. **(G,H)** GO analysis of the upregulated **(G)** or downregulated DEGs **(H)** comparing E(+)T(+) and E(−)T(+) mice. Exercise in the cancer-bearing mice upregulated genes involved in detoxification and blood cell differentiation and downregulated genes involved in tissue morphogenesis and fibril organization. For all GO analyses, the top 300 DEGs were used, and the top ten pathways ranked by –logP and fold enrichment are shown.

GO analysis was also performed in the lungs and heart tissues as done for the gastrocnemius muscle. In the lungs, significantly enriched terms for upregulated genes by exercise were associated with cell adhesion and protein folding while downregulated genes by exercise were associated with the phosphorus metabolic process (Figures 4C,D). The presence of cancer resulted in the upregulation of genes related to cell division while genes related to cell adhesion and T cell activation were downregulated (Figures 4E,F). Notably, exercise in cancer-bearing mice resulted in the upregulation of genes related to blood cell differentiation and cell activation while decreased genes associated with organ development (Figures 4G,H). In the heart, exercise triggered the expression of genes related to protein folding and matrix reorganization while decreased genes associated with DNA replication and cell-cell adhesion (Figures 5C,D). 

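The GO enrichment of the top DEGs was not repeated. In its place, lists of genes were written from the terms of Figure 5C–H without knowledge of the values. Each was compared with 10000 random lists of the same size, matched on mean expression. The percentile of a list's median among theirs describes these libraries only. The paper drew these terms from its own DEGs of the heart mRNA-seq data. A list beyond the random lists is therefore no independent evidence for its term. In E(+)T(−) vs. E(−)T(−), all 41 genes of the protein folding list were higher, with a median log2 fold change of 0.77 at a percentile of 100. The alternative that moved this median most, leaving out genes over 1% of a library, gave 0.72. Dnajb1 rose by 2.25 (95% interval 2.07 to 2.44) and Atf3 by 2.27 (1.87 to 2.75). The extracellular matrix organization list had a median of 0.57, again at a percentile of 100, and 41 of its 46 genes were higher. Its genes with the largest changes, among those with a mean of at least 16 normalized reads, were Thbs1, Adamts4, Eln and Fmod. Thbs1 rose by 2.56 on 134 reads against 17 and Adamts4 by at least 2.23 (95% interval 1.09 to 6.25). Eln rose by 1.73 and Fmod by 1.44. The DNA replication list had a median of −0.25 at a percentile of 1.17, with 26 of 38 genes lower. Subsampling the reads to the smallest library brought its median to −0.20, which lay within the range of the random lists at a percentile of 4.40, whereas over members with a mean of at least 16 it was −0.26 at a percentile of 0.94. Its genes were read at low depth. Mcm5 had 13 reads against 29, a log2 fold change of −1.44, Mcm6 had 20 against 42, a change of −1.38, and Gins3 had 17 against 34, a change of −1.28. Rrm2 had 1 read against 7 and was lower by a log2 fold change of at least 1.31 (95% interval −8.64 to −0.19). For T cell activation and leukocyte cell-cell adhesion, the median was −0.31 at a percentile of 2.55, which is within the range of the random lists, and 16 of 27 genes were lower. Restricting this list to members with a mean of at least 16 turned its median to 0.19. Cd28 fell by 1.44, whereas Itgb2 rose by 1.02. The fat cell differentiation list, a term of Figure 5D, had a median of −0.41 at a percentile of 0, with 19 of 22 genes lower. Within it, Adipoq fell by 2.35 and Plin1 fell by 1.98 on the log2 scale.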

At the same time, the presence of cancer resulted in inflammatory response and chemotaxis while decreased genes related to transport (Figures 5E,F). 

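In E(−)T(+) vs. E(−)T(−), 3955 genes were DEGs, of which 2086 were upregulated and 1869 downregulated. The inflammatory response list had a median log2 fold change of 1.65 at a percentile of 100, and 26 of its 28 genes were higher. Its largest increases, among members with a mean of at least 16 normalized reads, were those of Saa3, from 7 to 2939 reads with a log2 fold change of 8.13 (95% interval 7.29 to 9.65), Serpina3n with 6.45, Lcn2 with 5.84 and S100a8 with 4.82. The chemotaxis list had a median of 1.60 at a percentile of 100, with 25 of 32 genes higher. S100a9 rose by 4.55, Spp1 by 4.06 and Cxcl13 by 3.83. The median of this list was 2.81 when members with a mean under 16 were left out. Arg1 had 444 reads against 0, a log2 fold change of at least 6.47. Marco rose by at least 6.23 (95% interval 5.69 to 13.48). Downregulated terms of Figure 5F include antigen presentation by MHC class II. The list for it had a median of −2.65 at a percentile of 0, with 6 of 8 genes lower. H2-Aa fell by 3.44, H2-Eb1 fell by 3.42, Cd74 fell by 2.98 and H2-Ab1 fell by 2.75 on the log2 scale. Among genes that reached 100 normalized reads, Angptl4, which fell by 4.93, and Apln, which fell by 4.84, were next to Car3 in the size of their decrease. Genes for transport as a whole were not analysed here.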

Lastly, exercise in the cancer-bearing mice upregulated genes involved in detoxification and blood cell differentiation and downregulated genes involved in tissue morphogenesis and fibril organization (Figures 5G,H). 

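In E(+)T(+) vs. E(−)T(+), all 34 genes of the erythrocyte development and gas transport list were higher, with a median log2 fold change of 2.77 at a percentile of 100. Scaling to library size, under which the median of all genes stood at −0.59 in this comparison, gave a median of 2.18. The list holds 6 globin genes, which are near-identical copies with uncertain division of reads, and the other 28 genes had a median of 2.68. Trim10 rose by 4.66 on 100 reads against 4 and Hemgn by 4.23 (95% interval 3.44 to 5.44). The oxidant detoxification list had a median of 0.11 at a percentile of 73.3, which is within the range of the random lists, and 18 of its 32 genes were higher. Scaling to library size turned this median to −0.47. Gpx1 rose by 1.21, whereas Hmox1 fell by 1.56, Nqo1 fell by 0.93 and Gpx7 fell by 0.92 on the log2 scale. The collagen fibril organization list had a median of −0.97 at a percentile of 0, with 24 of 26 genes lower, and the extracellular matrix organization list a median of −1.09 at a percentile of 0, with 42 of 46 genes lower. Tnc fell by 3.67 on 4 reads against 78, Col3a1 fell by 3.31 (95% interval −3.46 to −3.16), Col6a3 fell by 2.66, Col1a2 fell by 2.50 and Loxl2 fell by 2.17 on the log2 scale. Genes for tissue morphogenesis outside these lists were not analysed here.

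**Figure D2:**
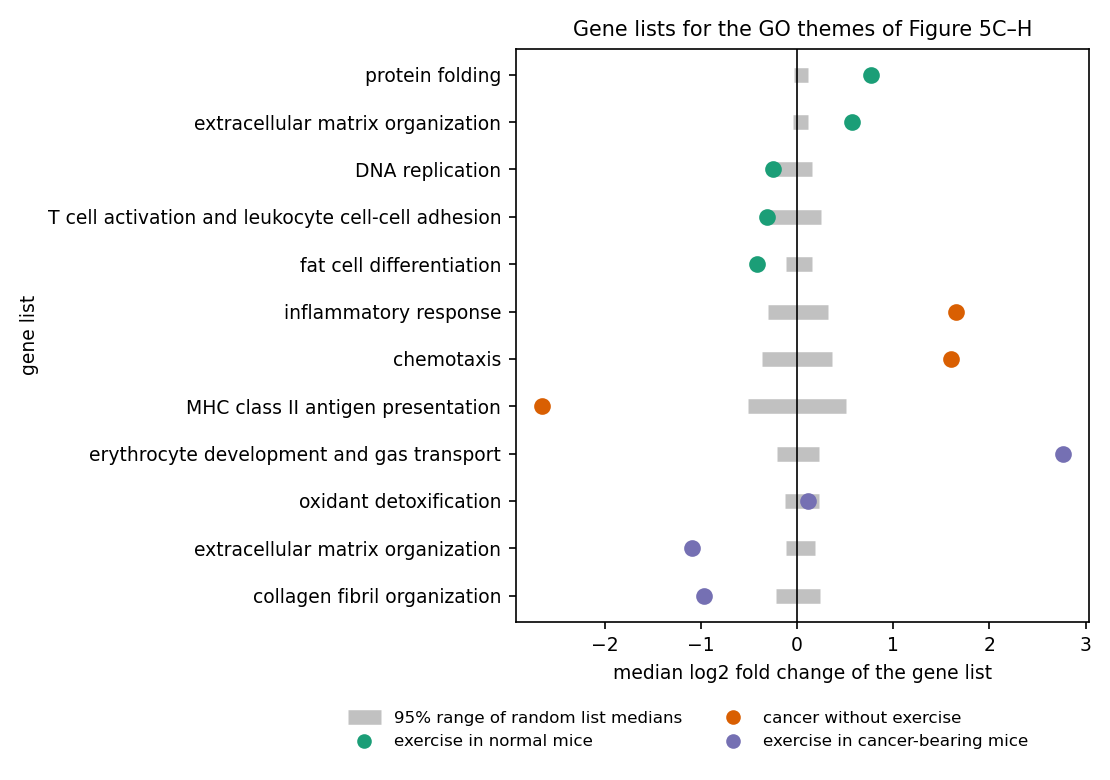
Median log2 fold change of the gene lists written for the GO terms of Figure 5C–H, 1 point per list, with the 2 libraries of a comparison. Grey bars give the 95% range of the medians of 10000 random lists matched on mean expression, within which the T cell list (−0.31) and the oxidant detoxification list (0.11) lie.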

Based on the GO terms analyzed above, the observed systematic responses were differently enriched according to the cancer state, type of tissue, and exercise execution.

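Across the 11638 heart genes with a mean of at least 16 normalized reads, the log2 fold changes of exercise in normal mice and in cancer-bearing mice had a Pearson correlation of 0.006 and a Spearman correlation of 0.027. The log2 fold changes of cancer without and with exercise had a Pearson correlation of 0.570 and a Spearman correlation of 0.534. The 2 fold changes of each correlation share no library. Both correlations are across genes, which are not independent replicates. Over genes with a mean of at least 4, the correlation of the cancer effects was 0.496, and over genes with a mean of at least 100, that of the exercise effects was −0.016. From the GO terms enriched in each pair of groups, the paper states that the enriched responses differed with cancer state, tissue and exercise.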

While analyzing our data, we noticed that *IL15* was commonly present in the contra-regulated group for gastrocnemius muscle and lungs, C*flar*, *Acta1*, and *Ar* were commonly present for lungs and heart, while *Trim63* was commonly present between gastrocnemius muscle and heart. In addition, among the DEGs, we found that *Rdh11*, *1700048E18Rik*, *Car3*, *Hcar1*, *Nup98*, and *Timp1* were commonly present in all three tissues.

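In the heart, Cflar had 441 reads in E(−)T(−), 633 in E(+)T(−), 271 in E(−)T(+) and 191 in E(+)T(+). Its log2 fold change was 0.18 (95% interval 0.002 to 0.36) for exercise in normal mice and −0.19 (−0.47 to 0.08) for exercise in cancer-bearing mice, opposite in sign and below 2-fold in both. Acta1 changed by 0.16 (0.13 to 0.19) in normal mice and by −0.15 (−0.21 to −0.09) in cancer-bearing mice, on 4307 to 17963 reads per library. Trim63 was lower with exercise in both, with −0.17 (−0.27 to −0.06) in normal mice and −0.94 (−1.01 to −0.86) in cancer-bearing mice. The second change of Trim63 passed 2-fold under library size scaling, at −1.52, where the median of all genes stood at −0.59, and also with the genes over 1% of a library left out, where that median stood at −0.072.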

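In the heart, Timp1 and Car3 were DEGs in both exercise comparisons, with opposite directions. Timp1 rose by 1.26 (95% interval 0.54 to 2.17) in E(+)T(−) vs. E(−)T(−), on 57 reads against 18, and fell by 2.30 in E(+)T(+) vs. E(−)T(+), on 150 against 922. In E(−)T(+) vs. E(−)T(−), Timp1 rose by 5.22. Car3 changed by −2.38 (−2.74 to −2.06) with exercise in normal mice, on 93 reads against 386, and by 4.27 (3.12 to 6.45) in cancer-bearing mice, on 75 reads against 4. Its change with cancer was −6.68. Rdh11, Hcar1 and Nup98 were DEGs of exercise in normal mice but not in cancer-bearing mice. Rdh11 changed by −1.32 on 15 reads against 31 in normal mice, and by −0.04 (−1.42 to 1.24) in cancer-bearing mice, a change whose sign was lost on subsampling the reads, at 0.21. Hcar1 changed by −1.53 on 7 reads against 18 in normal mice, and it had at most 1 read in either library with tumor, so that no fold change can be given there. Nup98 rose by 1.18 (−0.06 to 2.93) on 19 reads against 6 in normal mice, and its change of 0.29 in cancer-bearing mice turned to −0.26 under library size scaling, where the median of all genes stood at −0.59. With cancer in the absence of exercise, Rdh11 changed by −1.55 and Nup98 by 1.21. There Hcar1 was lower by a log2 fold change of at least 2.53 (95% interval −9.93 to −1.885). Car3 and Hcar1 belong to a list of adipocyte markers whose median changed by −1.98 with exercise in normal mice and by 2.52 in cancer-bearing mice. The gene 1700048E18Rik was not analysed here.

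**Figure D3:**
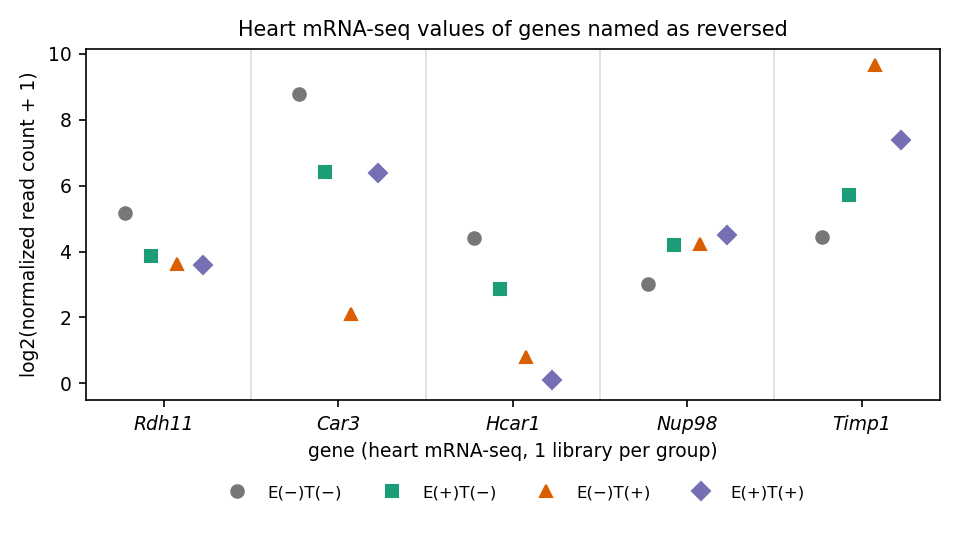
Deposited log2(normalized read count + 1) values of Rdh11, Car3, Hcar1, Nup98 and Timp1 in the heart, 1 point per library, with 1 library per group. Timp1 is highest and Car3 lowest in E(−)T(+), which has 922 reads of Timp1 and 4 of Car3.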

### 3.4 Modulating the Expression of Exercise-Regulated Genes Affects Cancer Cell Viability

Further, we performed functional annotation analysis of the 18 RT-qPCR validated DEGs using KEGG Mapper annotations (*Col3a1*, *Col5a2*, *Ifrd1*, *Fos*, *Asb2*, *Tnnc1*, *Osr2*, *Maff*, *Six2*, *Trim63*, *Il15*, *Cflar*, *MyoC*, *Acta1*, *Ar*, *Cacna1s*, *Actn3*, and *Myoz2*). Their functions were then identified using the *Mus musculus* database. Overrepresented pathways involved ten genes: *Cflar*, *Fos*, *Actn3*, *Ar*, *Cacna1s*, *Col1a1*, *Col3a1*, *Col5a2*, *Il15*, and *Tnnc1*. Among these genes, all, except *Actn3* and *Tnnc3*, were relevant in signaling pathways related to cancer and the immune system, such as the nuclear factor-kappa B, tumor necrosis factor, mitogen-activated protein kinase (MAPK), Toll-like receptor, B- and T-cell receptor signaling, and PI3K-AKT signaling pathways (Supplementary Data S1).

We also performed KEGG pathway analysis on 285 skeletal muscle-related DEGs. Out of these 285 genes, 34 of them participate in major pathways in cancer, and 26 are involved in the metabolic pathways. When we focused on the differential expression induced by exercise [E(−)T(−) vs. E(+)T(−)], we found that many of the genes involved in the MAPK pathway are downregulated (Supplementary Data S2). Moreover, increased p53 which activates the apoptotic pathway, is also evident (Supplementary Data S2). Analysis using the STRING database (http://string-db.org/) revealed annotated interactions between 40 selected DEGs with other genes at the protein level (Supplementary Data S3). However, these connections were not evident in any of the pathways obtained in the KEGG Mapper annotations.

We further examined the effects of modulating the expression of *Fos* and *Col1a1* genes in an *in vitro* cell line system. Using siRNAs, we knocked down the expression of *Fos* in CT26 cells and examined its effect on cell proliferation. We targeted *Fos* expression because our mRNA-seq analysis revealed that *Fos* expression was significantly decreased in mice that underwent high-intensity aerobic exercise, while its expression was increased in mice with cancer. Therefore, we investigated whether the downregulation of *Fos* expression might partly mimic the effect of exercise in terms of preventing cancer development. The results confirmed that siRNA transfection caused over 80% reduction in target mRNA expression and a remarkable decrease in protein levels (Figures 6A,B). Under these conditions, we examined cancer cell proliferation using the MTT assay. Downregulation of *Fos* reduced murine colorectal cancer cell proliferation by approximately 20% (Figure 6C, *p* = 1.8e-5).

**FIGURE 6:**
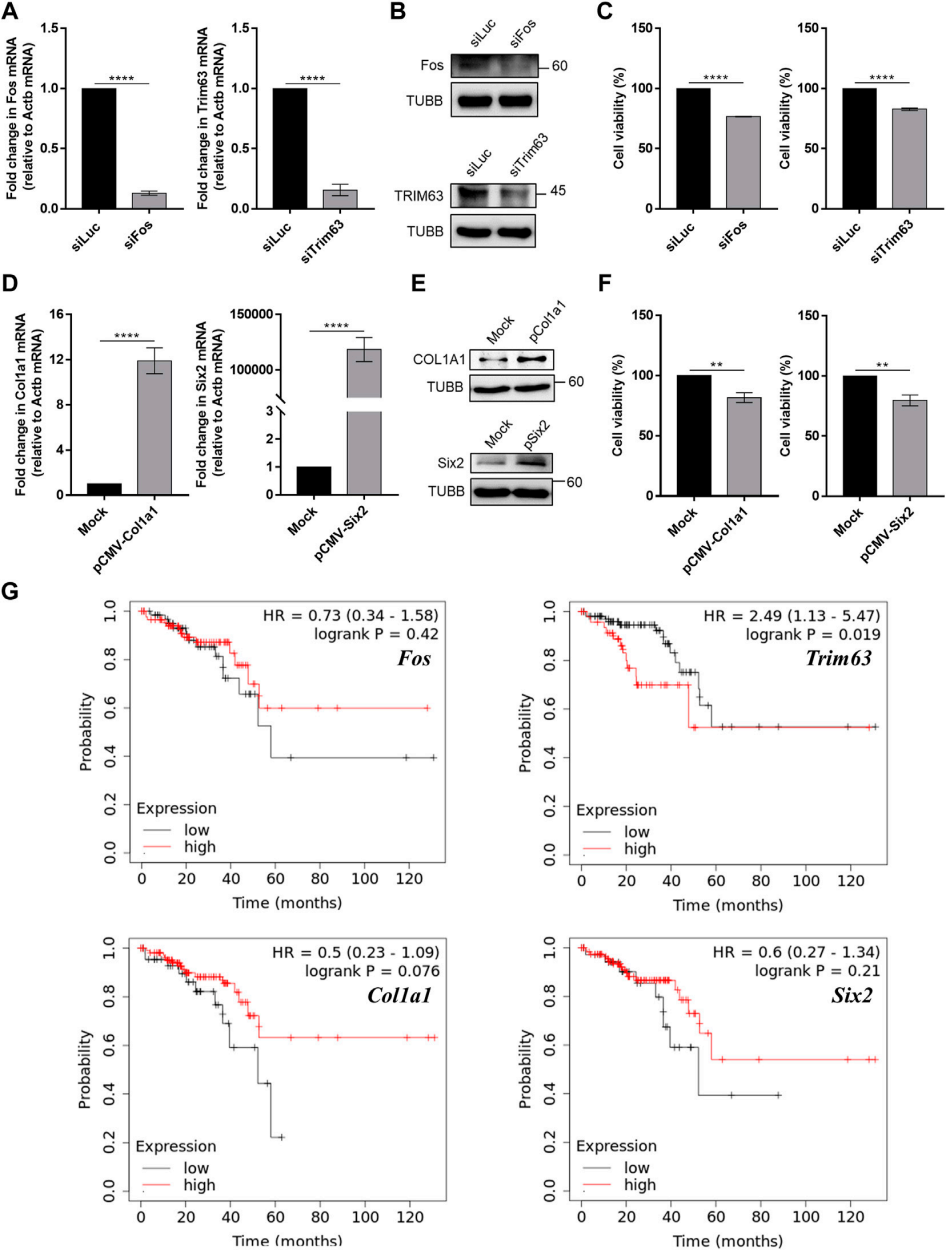
Modulation of skeletal muscle gene expression affects cancer cell viability *in vitro*. **(A)** Knockdown efficiency of siRNAs against *Fos* and *Trim63* in CT26 cells was confirmed using RT-qPCR. **(B)** The protein expression of Fos and Trim63 in siRNA-transfected cells. **(C)** Cell viability of CT26 cells with knockdown of skeletal muscle genes. **(D)** Overexpression of *Col1a1* and *Six2* resulted in increased mRNA expression, as confirmed using RT-qPCR. **(E)** Increased mRNA expression resulted in increased protein levels. **(F)** Viability of CT26 cells when *Col1a1* or *Six2* was overexpressed. The overexpression of *Col1a1* resulted in an about 20% reduction in CT26 cell viability. **(G)** Plots of Kaplan–Meier estimates for the overall survival rate of rectum adenocarcinoma patients based on the expression of skeletal muscle genes. With the exception of *Fos,* our anticancer candidate genes showed an expected association with the overall survival rate. For RT-qPCR and cell viability data, the average of three biological replicates is shown, with error bars indicating the standard error of the mean. For statistical analysis, the student’s t-test was performed against the control (siLuc or Mock), and the statistical significance was indicated with a number of *. **p-value < 0.01, ***p-value < 0.001, ****p-value < 0.0001.

In addition to *Fos,* we also investigated the effect of high-intensity aerobic exercise on *Col1a1* expression. *Col1a1* is related to the PI3K-AKT pathway and proteoglycans in cancer signaling pathways (Supplementary Data S1). For *Col1a1*, we performed an analogous experiment, but this time, we examined the effect of overexpression of *Col1a1* as its expression was increased in mice that underwent high-intensity aerobic exercise and decreased in cancer-bearing mice. We confirmed that the expression of a plasmid encoding *Col1a1* resulted in increased *Col1a1* mRNA and protein expression (Figures 6D,E). Moreover, the overexpression of *Col1a1* resulted in an approximately 20% reduction in CT26 cell viability (Figure 6F, *p* = 0.02).

Although they are not associated with immune-related signaling pathways, we also examined the expression of *Trim63* and *Six2*, based on the negative correlation observed in expression upon the induction of high-intensity aerobic exercise and cancer. Similar to *Fos*, *Trim63* showed decreased expression in the exercised mice, while it showed increased expression in the cancer-bearing mice. *Six2* also showed a negative correlation, but the opposite was observed in direction. We downregulated *Trim63* using siRNA and confirmed the knockdown efficiency using RT-qPCR and western blotting (Figures 6A,B). Similar to *Fos* knockdown, downregulation of *Trim63* also resulted in a significant reduction in CT26 cell viability (Figure 6C, *p* = 6.5^–4^). Similarly, we overexpressed *Six2* and confirmed the increased expression using RT-qPCR and western blotting (Figures 6D,E). Overexpression of *Six2* also resulted in an approximately 20% decrease in cell viability (Figure 6F, *p* = 0.02).

Finally, we analyzed the clinical significance of the four exercise-regulated genes for rectum adenocarcinomas using the Kaplan–Meier Plotter (Nagy et al., 2021). With the exception of *Fos*, we found that genes regulated by exercise were related to the overall survival of cancer patients. Patients with increased expression of *Trim63* showed an inferior overall survival rate (Figure 6G). Notably, *Col1a1* and *Six2* showed the opposite associations. We found that patients with low expression of *Col1a1* and *Six2* showed inferior overall survival rates (Figure 6G). These data were consistent with our CT26 cell viability analysis. Collectively, our analyses confirmed that the genes whose expression showed a negative correlation between exercise and cancer might be responsible for the cancer-preventive effect of high-intensity aerobic exercise.

## 4 Discussion

In this study, we used a mouse cancer model to investigate changes in the gene expression profiles upon high-intensity aerobic exercise and the molecular effects of exercise on cancer prevention. Consistent with the results of a previous study (Jee et al., 2016a), high-intensity aerobic exercise increased the survival rate, quality of life, and muscle hypertrophy in a mouse cancer model. We employed high-throughput sequencing to examine DEGs in high-intensity aerobic exercise and cancer-bearing mice. More importantly, we identified genes (e.g., *Trim63*, *Fos*, *Col1a1*, and *Six2*) that were regulated by high-intensity aerobic exercise, which adversely affected colorectal cancer development, and confirmed their effects *in vitro* using knockdown and overexpression systems.

### 4.1 Suppressive Effect of Skeletal Muscle-Derived Genes on Cancer Growth

We hypothesized that unknown skeletal muscle-derived factors play a role in suppressing cancer growth and metastasis. These factors could be regulated by physical activities, which may account for the preventive effect of exercise on carcinogenesis. Our previous study, using mouse cancer models, revealed the positive effects of high-intensity aerobic exercise rather than moderate-intensity aerobic exercise on various parameters, including a 100% survival rate (Jee et al., 2016a). The present study extended these observations by analyzing the genes regulated by high-intensity aerobic exercise. Through analysis of mRNA transcriptome, we identified 23,282 genes expressed in the gastrocnemius muscle, lungs, and heart. 

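The heart data list 23282 genes for each of the 4 libraries. Of these, 17174 had at least 1 read in the heart, and the others were at 0 in all 4 libraries. The number of genes with reads was 15084 in E(−)T(−), 15322 in E(+)T(−), 15632 in E(−)T(+) and 15415 in E(+)T(+). On 35 gene symbols, the data hold more than 1 value, for 44 values beyond the first.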

Of these genes, those with significantly altered expression were identified. 

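In the heart mRNA-seq data, Myoc was lower with cancer in E(−)T(+) vs. E(−)T(−). The log2 fold change was a decrease of at least 2.77 (95% interval −6.91 to −1.74). Myoc was higher with exercise in cancer-bearing mice. Its change with cancer in exercised mice was −0.23 (95% interval −1.34 to 0.82). Trim63 was higher with cancer, by 1.43 (1.34 to 1.51), on 4993 reads in E(−)T(+) against 1430 in E(−)T(−), and it was lower, by less than 2-fold, with exercise in cancer-bearing mice, at 2103 reads in E(+)T(+). In exercised mice, the change of Trim63 with cancer was 0.65 (0.56 to 0.75), and it turned to −0.066 under library size scaling, where the median of all genes stood at −0.74. Each value rests on 1 library per group.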

Among them, we confirmed that 11 genes from the skeletal muscle (*Col3a1*, *Col5a2*, *Tnnc1*, *Col1a1*, *Osr2*, *Ifrd1*, *Trim63*, *Asb2*, *Maff*, *Myl6b*, and *Fos*), five from the lungs (*Cflar*, *Actn3*, *Myoz2*, *Il15*, and *Acta1*), and two from the heart (*Myoc*, and *Trim63*) showed reverse expression changes between high-intensity aerobic exercise and cancer-bearing. We focused on identifying epigenetically regulated genes in the skeletal muscle and selected a few candidate genes that might account for the cancer-preventive effects of aerobic exercise. These included *Fos*, *Trim63*, *Col1a1*, and *Six2*, two of which were downregulated by high-intensity aerobic exercise, while the other two were upregulated by high-intensity aerobic exercise. We also examined the effects of modulating their gene expression in cancer and observed significantly opposing effects on cancer cell viability by approximately 20%.

*Fos* and *Trim63* were selected for the knockdown experiments. Tripartite motif (Trim)-related families are renowned as muscle atrophying effector genes (Yang et al., 2014). *Trim24* has been identified as an oncogene in colorectal cancer using lentivirus-mediated RNA interference knockdown in HCT116 human colorectal cancer cells, which significantly decreased cell proliferation (Cohen et al., 2012; Wang J. et al., 2014). *Trim63*, also known as *Murf1*, maintains muscle protein homeostasis by acting on sarcomere-related proteins, such as microtubules and myosin heavy chain (McElhinny et al., 2002; Chen et al., 2012). It is involved in the atrophy of skeletal muscles and myocardium (Tan et al., 2017). Trim63 protein localizes to the Z-line and M-line lattice of myofibrils and interacts with numerous signaling pathways, such as the microtubule-dependent signaling pathway in muscle or cancer regulating SUMO-related pathways (Centner et al., 2001; Hu and Jiang, 2019). It is also suppressed by the Wnt/β-catenin signaling pathway in breast cancer and affects cell proliferation and migration (Bowen et al., 2017).

In addition to *Trim63,* our results on *Fos* are also consistent with previous reports, where the inhibition of *Fos* suppressed colon carcinoma tumor growth in athymic mice as well as the progression of ovarian and breast cancer (Pandey et al., 2012; Oliveira-Ferrer et al., 2014; Li et al., 2019). Bioinformatic studies have also shown that, regardless of the tumor type, *Col1a1* acts as a cancer suppressor (Lu et al., 2005). Lastly, the transcription factor *Six2*, which is involved in kidney development, controls E-cadherin and promotes stemness in the lung and breast cancer cells (Li et al., 2020; Weber et al., 2008; Wang C.-A. et al., 2014).

### 4.2 Relationship Between the Skeletal Muscle-Derived Factors Identified in This Study and Cancer Suppression

In the current study, along with a significant impact on hormone and protein secretion, exercise resulted in a more remarkable effect on the regulation of the skeletal muscle than that of the lungs or heart. In particular, the expression of secretion-related genes (e.g., *BNDF, BRSK1*, and *Ccnd1*) in the gastrocnemius muscle during high-intensity aerobic exercise suggests their potential role in cancer suppression. This is consistent with previous studies that reported the importance of muscle-derived secretion factors and their effects on other tissues throughout the body (Hojman et al., 2011; Hamrick, 2012; Hou et al., 2019). Our study also revealed differential expression of growth factor-related genes (*Fibroblast growth factor 2/6/10/18, Fibroblast growth factor receptor 2, Epidermal growth factor-containing fibulin-like extracellular matrix protein 2, Insulin-like growth factor 1, Insulin-like growth factor binding protein 5,* and *Platelet-derived growth factor*), interleukin-related gene (IL15), and other myokine or cytokine-related genes (*interferon-related developmental regulator1*, and *Myostatin*). In the future, it will be interesting to investigate how high-intensity aerobic exercise affects the body through the secretion of these factors.

In addition to the four genes (*Fos*, *Col1a1*, *Trim63*, and *Six2*), our study identified other potential molecular factors of high-intensity aerobic exercise, which may prevent cancer proliferation. A key factor is *IL15*. Studies on the effects of myokines, such as interferons and interleukins, on cancer reported that the muscle-derived gene *IL15* triggers the immune system by forming the IL15+IL15R complex. It then stimulates the spleen cells and activates the natural killer (NK) T, CD8^+^ T, and CD4^+^ T cells (Carson and Caligiuri, 1998; Pedersen and Hojman, 2012; Idorn and Hojman, 2016). Moreover, the IL15+IL15R complex increases the number of effectors and central memory cells, which are anticancer immune cells involved in inducing metabolic differentiation of T lymphocyte-related subsets in the spleen (Yang et al., 2011; Klebanoff et al., 2016; Thi et al., 2019). Although IL15 alone is not involved in any major cancer signaling pathways, the IL15+IL15R complex can suppress CT26 colon cancer cells through NK cells (Thi et al., 2019), which is consistent with the findings on the upregulation of *IL15* by intensive aerobic exercise in the current study.

### 4.3 Effect of Exercise on Improving Body Wellness in Cancer Patients, and the Type of Exercise That Can Effectively Suppress Cancer

In an epidemiologic study with 500,000 participants, those who engaged in moderate-intensity exercise three to four times a week (men) and once or twice a week (women) showed a significantly decreased incidence rate of colon cancer (by 54% and 47%, respectively) (Jee and Kim, 2019). The findings of this epidemiological study on human subjects suggest that colon cancer-targeted effects vary depending on sex and the amount of exercise. Our previous (Jee et al., 2016a) and current studies also showed the cancer-suppressive effect of high-intensity aerobic exercise. Other studies demonstrated that resistant exercise on the animal cancer model mitigates tumor growth, tumor grade, viable tumor area, tumor cell proliferation, and myofiber atrophy-causing cancer cachexia *via* attenuating some key markers such as TNF-α, IL-6, Atrogin1, and oxidative damage (Padilha et al., 2019; Padilha et al., 2021). In addition, we also found an effect of exercise on cancer cachexia. Consistent with the findings of previous studies (Deuster et al., 1985; Penna et al., 2011), cancer resulted in decreased food intake and body weight, two indicators of cancer cachexia. Notably, mice subjected to high-intensity aerobic exercise showed no significant changes in food intake and body weight when compared to healthy control mice. A previous study using lung cancer-bearing mice showed the importance of changes in the thermogenic gene (*Dios2*) and skeletal muscle atrophy-related genes (*Atrogin1* and *Murf1*) in driving cancer cachexia (Kir et al., 2014). The cancer cachexia increases the resting energy expenditure by browning fat thermogenesis. The thermogenic gene *Dios2* and two muscle atrophy-related genes, *Atrogin1* and *Murf1,* were upregulated by parathyroid hormone-related protein (PTHrP), which is responsible for most of the cancer cell-derived browning adipose cell activity. This study argued that neutralizing the PTHrP could block adipose tissue browning and subsequent loss of muscle mass and strength. Interestingly, our mRNA-seq data also showed changes in the expression of *Dios2* in the lungs and *Atrogin1* and *Murf1* in the skeletal muscles of cancer-bearing mice, and the above mechanism may apply. Notably, aerobic exercise rescued the cancer-driven changes in *Astogin1* and *Murf1* expressions. Accordingly, our analysis may justify the reduced muscular strength and exercise capacity during cancer cachexia and how aerobic exercise can ameliorate cancer cachexia.

The tumor-suppressive effects of exercise also vary according to the exercise type, intensity, frequency, and type of cancer. Therefore, creative exercise interventions for individual patients should be developed. Different types of exercise, such as aerobic resistance training, elicit disputable effects, and the optimal intensity and frequency are important factors that determine the potential benefits. In this study, mice were subjected to high-intensity aerobic exercise (90% of the maximal heart rate) as a model to study the importance of preventive exercise and an exercise-centered lifestyle. However, adequate mouse models mimicking human subjects, who do not exercise regularly, should be developed to study the differences and compare the signaling pathways between the two groups to emphasize the exercise-centered lifestyle to pursue a healthy state of the body.

The mouse cancer model used in this study was established after its physical fitness was raised to imitate the effects of regular physical activity. In the future, it will be important to revalidate the effects of high-intensity aerobic exercise in human subjects. Pollán et al. (2020) indicated that the most effective behavioral interventions that may bring health improvements and changes in the lifestyles of patients vary depending on the intensity and duration of the physical activity. However, the type of workout effective for each type of cancer is unclear and remains to be investigated.

Exercise seems to prevent cancer primarily by reducing the circulating levels of hormones and growth factors, such as insulin-like growth factor 1. Preclinical studies have shown that exercise induces hyperphosphorylation of the retinoblastoma protein, which causes the phosphorylation of β-catenin and subsequent reduction in the expression of multiple microRNAs involved in a wide range of biological functions, including cellular proliferation, differentiation, regulation of inflammation, antioxidation, glucose transportation, angiogenesis, and muscle contraction (Baltgalvis et al., 2008; Ju et al., 2008; Zhu et al., 2008; Jiang et al., 2009; Horak et al., 2018). Various reports have described the potential mechanisms underlying the anticancer effects of exercise. Most of these reports have focused on the suppression of cancer with an enhanced immune system, such as the stimulation of natural killer cells. In contrast, the present study focused primarily on the effects of exercise on the skeletal muscle, suggesting a role of myokines in this tissue. Although not much is known about their role in this context, myokines are considered to have a direct anticancer effect *via* the secretion of acidic proteins (Horak et al., 2018). In our results, *IL15* and *Myostatin* were listed in the DEGs of the skeletal muscle.

The practical use of the results from the current study requires future investigation of aerobic exercise using human subjects. In particular, the expression of the anticancer candidate genes identified in this study needs to be examined using human skeletal muscle under the same condition. In addition, the human analogous of aerobic exercise that induces sufficient changes in anticancer gene expression needs to be devised. Lastly, we anticipate that there will be difficulty in making cancer patients to undergo high-intensity aerobic exercise.

Analyzing the effect of exercise on the liver in the cancer model was important because the liver tissue is closely associated with maintaining body weight, insulin sensitivity, and chronic inflammation. Moreover, we also found that central cancer regulating pathways related to the risk of hepatocellular carcinoma (Saran et al., 2018), such as the AMPK pathways, were affected by high-intensity aerobic exercise. Another limitation of the study includes the lack of *in vivo* validation of candidate genes through CRISPR knockout mice. Particularly, *in vitro* transfection of *Six2* resulted in too high expression of the target gene. *In vivo* validation using a more physiologically relevant promoter will further support our results. These are the limitations of the current study, which warrant future analysis. In particular, the transcriptome-wide gene expression changes in the livers of cancer-bearing and high-intensity aerobic exercise mice may provide important insights into the effects of exercise on cancer prevention and cancer cachexia. Despite these limitations, our study clearly suggests that the high-intensity aerobic exercise resulted in changes in the expression of muscle-derived anticancer genes (*Fos*, *Col1a1*, *Trim63*, *and Six2*) that may account for the cancer-preventive effect of aerobic exercise.

In conclusion, our study confirmed the effects of high-intensity aerobic exercise in a mouse model of cancer and revealed aerobic exercise-derived gene expression changes in the skeletal muscle, lungs, and heart. Selected genes derived from the skeletal muscle of the high-intensity aerobic exercise group displayed an approximately 20% decrease in cancer cell viability when properly modulated. Further studies on the impact of exercise on cancer, for example, different types of physical activities and analyses conducted prior to and following an exercise regimen, are warranted.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO, accession number(s) GSE191281, GSE191283, GSE191284.

# Supplementary material for: High-Intensity Aerobic Exercise Suppresses Cancer Growth by Regulating Skeletal Muscle-Derived Oncogenes and Tumor Suppressors
**Source:** Front Mol Biosci. 2022 Jun 21;9:818470. doi: 10.3389/fmolb.2022.818470

**Supplementary Table ST1. siRNA sequence**

| <b>Gene</b>     | <b>Sense(5'-3')</b>   | <b>Antisense (5'-3')</b> |
|-----------------|-----------------------|--------------------------|
| <i>siLuc</i>    | CUUACGCUGAGUACUUCGA   | UCGAAGUACUCAGCGUAAG      |
| <i>siFos</i>    | UAGUAGAGCAUGUGAGUCAUU | UGACUCACAUGCUCUACUAUU    |
| <i>siTrim63</i> | GGACUGAAUUUGUGUUAUAUU | UAUAACACAAAUUCAGUCCUU    |

**Supplementary Table ST2. Primer sequences for RT-qPCR**

| <b>Gene</b>    | <b>Forward primer (5'-3')</b> | <b>Reverse prime (5'-3')</b> |
|----------------|-------------------------------|------------------------------|
| <i>GAPDH</i>   | AAGAGGGATGCTGCCCTTAC          | ATCCGTTCACACCGACCTTC         |
| <i>Col3a1</i>  | GTCCAGGGATACGGGGTATG          | CAGGGAAACCCATGACACCA         |
| <i>Col5a2</i>  | TGGGGACTGATGGTACACCT          | GGATCACCCGATTGTCCTCG         |
| <i>Myl6b</i>   | TGGGGAACCCCAAAAACGAG          | ACGAAGCCCCTCTAGGTAGT         |
| <i>Colla1</i>  | GAGAGGTGAACAAGGTCCCG          | AAACCTCTCTCGCCTCTTGC         |
| <i>Ifrd1</i>   | GCTTCACATCAGCTCGCTTC          | TCGCCAGCAGCAATTCTCAT         |
| <i>Fos</i>     | CCTCCTGACACGGTCTTCAC          | GATCTGTCTCCGCTTGAGT          |
| <i>Asb2</i>    | AGTCTGTCTCCCGCAATGAC          | GTGTTGATGTCTGCACCATGC        |
| <i>Tnnc1</i>   | TTGACAAAAACGCTGATGGCT         | CCGTGCAAGACCAGCATCTA         |
| <i>Osr2</i>    | CCTTCCAGCCCTACACAAGG          | GCTTTCTGTCCGGGTTCACT         |
| <i>Maff</i>    | ATCACCATCGTCAAGTCGG           | GTCATAACAACGAGTGGCAGA        |
| <i>Six2</i>    | TTCAAGGAGAAGAGCCGCAG          | TTCTCCCTTTTCTTGGCCTC         |
| <i>Trim63</i>  | CCAGGCTGCGAATCCCTAC           | GTTTTCCACCAGCAGGTTCC         |
| <i>Il15</i>    | ACTGAGGCTGGCATTTCATGT         | CTGTCAGTGTATAAAGTGGTGTCA     |
| <i>Cflar</i>   | GGCAGAGGCAAGATAGCCAA          | ATCTTGCTCCTTGGCTGGAC         |
| <i>Cacna1s</i> | AAGCCCAGGGGCTATTTTGG          | TCCACCCAGGCAATACAGTC         |
| <i>Actn3</i>   | GAGCTCGACTACCATGAGGC          | GCCAGTTATTGAAGGGGGCT         |
| <i>Myoz2</i>   | ACAGGGTTGCCACTCCATTT          | TAAAGCATCGTCTGCCCGAA         |
| <i>Acta1</i>   | GACCACAGCTGAACGTGAGA          | GAAACGCTCATTGCCGATGG         |
| <i>Ar</i>      | CCAGATGGCGGTCATTTCAGT         | ACTTGTGCATGCGGTACTCA         |
| <i>Myoc</i>    | ACGACACTAAAACGGGGACC          | TTCTGGCCTTTGCTGGTAGG         |

**Supplementary Data 1. Functional annotation of key DEGs.** The functional annotation analysis of selected DEGs reveals an association of the major cancer signaling pathways.

|              |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |               |              |
|--------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------|--------------|
| Cflar        | CASP8 and FADD-like apoptosis regulator(Cflar)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       | Related Genes | Mus musculus |
| KEGG_PATHWAY | <a href="#">NF-kappa B signaling pathway</a> , <a href="#">Apoptosis</a> , <a href="#">TNF signaling pathway</a> , <a href="#">Chagas disease (American trypanosomiasis)</a> ,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |               |              |
| Fos          | FBJ osteosarcoma oncogene(Fos)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       | Related Genes | Mus musculus |
| KEGG_PATHWAY | <a href="#">MAPK signaling pathway</a> , <a href="#">cAMP signaling pathway</a> , <a href="#">Osteoclast differentiation</a> , <a href="#">Toll-like receptor signaling pathway</a> , <a href="#">T cell receptor signaling pathway</a> , <a href="#">B cell receptor signaling pathway</a> , <a href="#">TNF signaling pathway</a> , <a href="#">Circadian entrainment</a> , <a href="#">Cholinergic synapse</a> , <a href="#">Dopaminergic synapse</a> , <a href="#">Estrogen signaling pathway</a> , <a href="#">Prolactin signaling pathway</a> , <a href="#">Oxytocin signaling pathway</a> , <a href="#">Amphetamine addiction</a> , <a href="#">Salmonella infection</a> , <a href="#">Pertussis</a> , <a href="#">Leishmaniasis</a> , <a href="#">Chagas disease (American trypanosomiasis)</a> , <a href="#">Hepatitis B</a> , <a href="#">HTLV-I infection</a> , <a href="#">Herpes simplex infection</a> , <a href="#">Pathways in cancer</a> , <a href="#">Colorectal cancer</a> , <a href="#">Choline metabolism in cancer</a> , <a href="#">Rheumatoid arthritis</a> , |               |              |
| Actn3        | actinin alpha 3(Actn3)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               | Related Genes | Mus musculus |
| KEGG_PATHWAY | <a href="#">Focal adhesion</a> , <a href="#">Adherens junction</a> , <a href="#">Tight junction</a> , <a href="#">Leukocyte transendothelial migration</a> , <a href="#">Regulation of actin cytoskeleton</a> , <a href="#">Amoebiasis</a> , <a href="#">Viral carcinogenesis</a> , <a href="#">Systemic lupus erythematosus</a> ,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |               |              |
| Ar           | androgen receptor(Ar)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                | Related Genes | Mus musculus |
| KEGG_PATHWAY | <a href="#">Oocyte meiosis</a> , <a href="#">Pathways in cancer</a> , <a href="#">Prostate cancer</a> ,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |               |              |
| Cacna1s      | calcium channel, voltage-dependent, L type, alpha 1S subunit(Cacna1s)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                | Related Genes | Mus musculus |
| KEGG_PATHWAY | <a href="#">MAPK signaling pathway</a> , <a href="#">Calcium signaling pathway</a> , <a href="#">cGMP-PKG signaling pathway</a> , <a href="#">cAMP signaling pathway</a> , <a href="#">Cardiac muscle contraction</a> , <a href="#">Adrenergic signaling in cardiomyocytes</a> , <a href="#">Vascular smooth muscle contraction</a> , <a href="#">Retrograde endocannabinoid signaling</a> , <a href="#">Cholinergic synapse</a> , <a href="#">Serotonergic synapse</a> , <a href="#">GABAergic synapse</a> , <a href="#">Insulin secretion</a> , <a href="#">GnRH signaling pathway</a> , <a href="#">Oxytocin signaling pathway</a> , <a href="#">Renin secretion</a> , <a href="#">Aldosterone synthesis and secretion</a> , <a href="#">Alzheimer's disease</a> , <a href="#">Hypertrophic cardiomyopathy (HCM)</a> , <a href="#">Arrhythmogenic right ventricular cardiomyopathy (ARVC)</a> , <a href="#">Dilated cardiomyopathy</a> ,                                                                                                                                          |               |              |
| Col1a1       | collagen, type I, alpha 1(Col1a1)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    | Related Genes | Mus musculus |
| KEGG_PATHWAY | <a href="#">PI3K-Akt signaling pathway</a> , <a href="#">Focal adhesion</a> , <a href="#">ECM-receptor interaction</a> , <a href="#">Platelet activation</a> , <a href="#">Protein digestion and absorption</a> , <a href="#">Amoebiasis</a> , <a href="#">Proteoglycans in cancer</a> ,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |               |              |
| Col3a1       | collagen, type III, alpha 1(Col3a1)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  | Related Genes | Mus musculus |
| KEGG_PATHWAY | <a href="#">PI3K-Akt signaling pathway</a> , <a href="#">Focal adhesion</a> , <a href="#">ECM-receptor interaction</a> , <a href="#">Platelet activation</a> , <a href="#">Protein digestion and absorption</a> , <a href="#">Amoebiasis</a> ,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |               |              |
| Col5a2       | collagen, type V, alpha 2(Col5a2)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    | Related Genes | Mus musculus |
| KEGG_PATHWAY | <a href="#">PI3K-Akt signaling pathway</a> , <a href="#">Focal adhesion</a> , <a href="#">ECM-receptor interaction</a> , <a href="#">Platelet activation</a> , <a href="#">Protein digestion and absorption</a> , <a href="#">Amoebiasis</a> ,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |               |              |
| Il15         | interleukin 15(Il15)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | Related Genes | Mus musculus |
| KEGG_PATHWAY | <a href="#">Cytokine-cytokine receptor interaction</a> , <a href="#">Jak-STAT signaling pathway</a> , <a href="#">TNF signaling pathway</a> , <a href="#">Intestinal immune network for IgA production</a> , <a href="#">HTLV-I infection</a> , <a href="#">Herpes simplex infection</a> , <a href="#">Rheumatoid arthritis</a> ,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |               |              |
| Tnni1        | troponin C, cardiac/slow skeletal(Tnni1)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             | Related Genes | Mus musculus |
| KEGG_PATHWAY | <a href="#">Calcium signaling pathway</a> , <a href="#">Cardiac muscle contraction</a> , <a href="#">Adrenergic signaling in cardiomyocytes</a> , <a href="#">Hypertrophic cardiomyopathy (HCM)</a> , <a href="#">Dilated cardiomyopathy</a> ,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |               |              |

**Supplementary Data 2. The KEGG pathway analysis of DEGs.** The KEGG molecular annotation was used to analyze the inter-network map of the top 285 differentially expressed skeletal muscle-related genes from the mRNA-seq analysis of gastrocnemius muscle (<http://www.kegg.jp/kegg/mapper.html>). Pathways in cancer is shown. The colored boxes represent genes present in our study. Red and blue indicate up- and downregulated by exercise, respectively (comparing E(+)/T(-) and E(-)/T(-)). Renowned cancer pathways (e.g., MAPK, p53, etc) are evident.

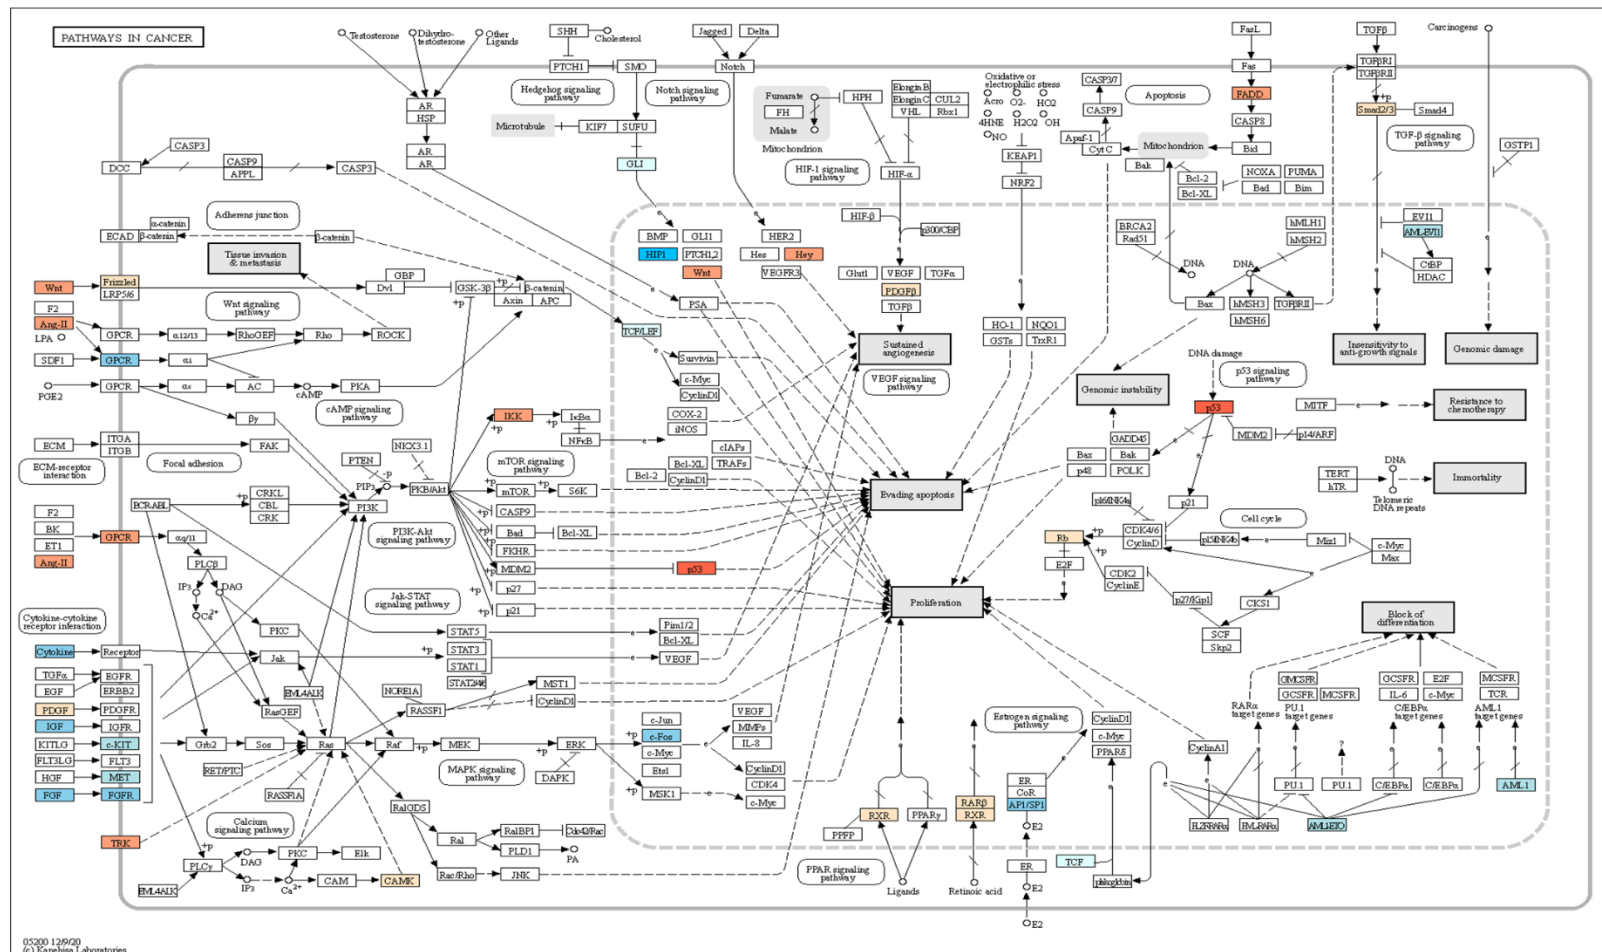

**Supplementary Data 3. Protein-protein interaction of selected DEGs.** The molecular interaction of the 40 selected differentially expressed skeletal-muscle related genes at the protein level was analyzed using the String-database tool (<http://string-db.org>). These genes showed at least two fold difference in expression with normalized read count of at least four in all three-way comparisons (E(+) $T(-)$  vs. E(-) $T(-)$ , E(-) $T(+)$  vs. E(-) $T(-)$ , and E(+) $T(+)$  vs E(-) $T(+)$ ), which includes the final four genes used in our in vitro experiment (*Fos*, *Trim63*, *Col1a1*, and *Six2*).

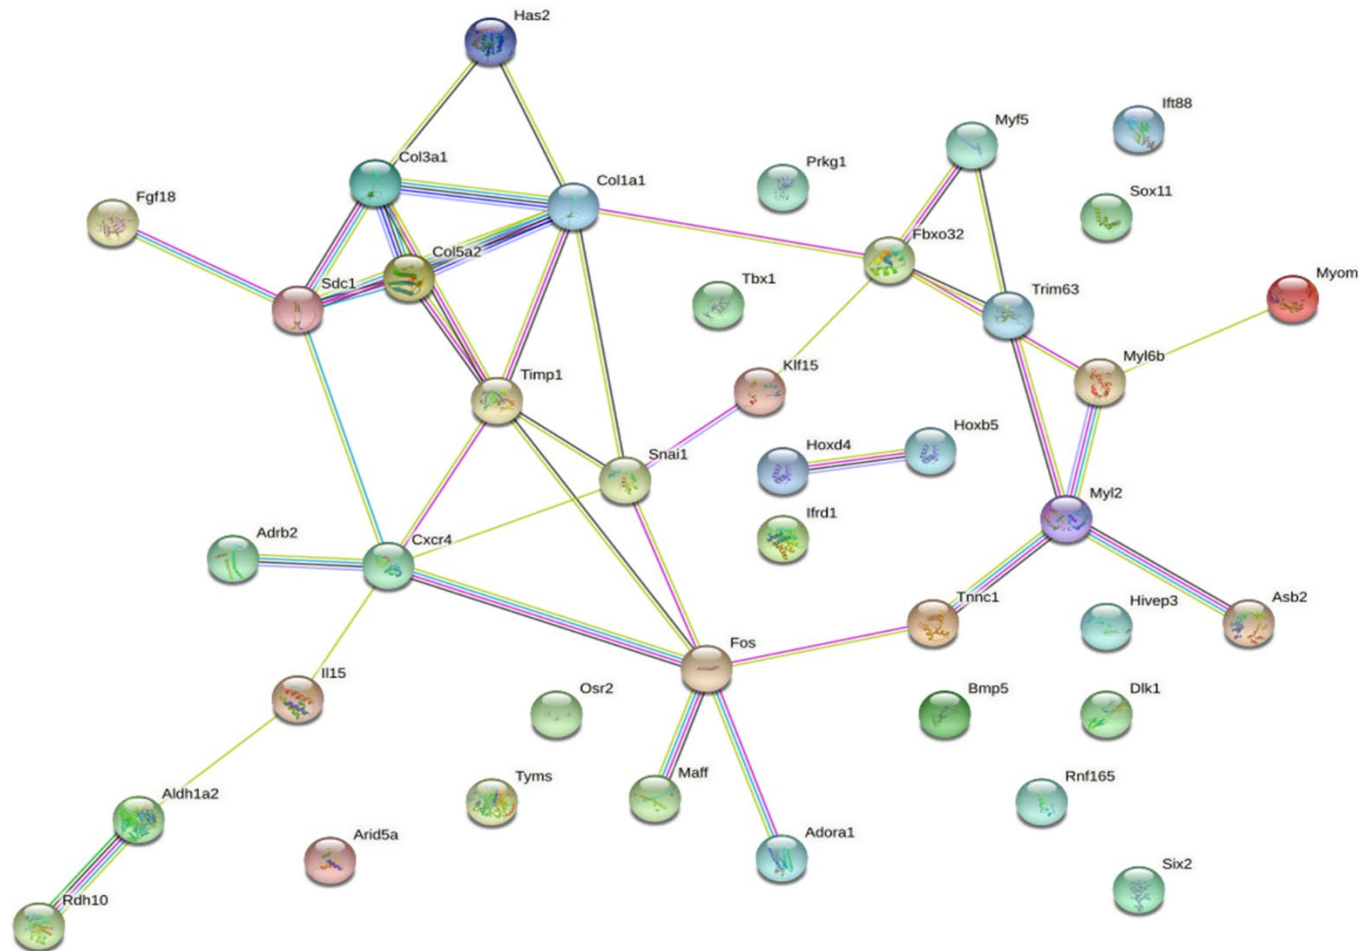

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

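The heart mRNA-seq data of the normal control E(−)T(−), normal exercise E(+)T(−), cancer control E(−)T(+) and cancer exercise E(+)T(+) groups were analysed, with 1 library per group. Gastrocnemius muscle and lung libraries and the RT-qPCR data were not analysed here. According to the paper, the authors made QuantSeq libraries, aligned the reads with Bowtie2, counted reads per gene with Bedtools, and normalized the counts with a quantile method of edgeR in R. The values deposited by the authors are log2 values of these normalized read counts, 1 per gene and library. No sequence reads were used, and the genome build was not needed, since genes are named by the symbols the data give.

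The design had assumed read counts, and since the data hold normalized log2 values, these were used as deposited, with the same definition of DEGs on the linear scale. Whole reads were recovered from the deposited log2 values by fitting relative library sizes and a common dispersion, under which the normalized values are quantile-adjusted negative binomial counts plus a pseudocount of 1. The fitted dispersion was 0.149, and the fitted sizes differed by at most 0.122% from sizes computed from the recovered reads by a trimmed mean of log ratios. The largest difference between a deposited value and the value given back was 0.000512. The recovered totals ran from 6595378 to 11545992 reads. On simulated reads for 16828 genes, 97.7% of the read numbers were recovered exactly, 100% of those under 1000 reads, and the others within 0.068%.

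Fold changes are differences of deposited values. A DEG needed a normalized read count of at least 4 in at least 1 of the 2 libraries compared and a fold change of at least 2. Contra-regulated genes are DEGs of both exercise comparisons with opposite directions. With 1 library per group, no test across groups is possible, and no p-value for a condition is given. An exact binomial test, two-sided with the smaller tail doubled, set the recovered reads of each gene in the 2 libraries against the 2 library totals, with Benjamini-Hochberg adjustment over the genes kept and a threshold of 0.05. It compares the libraries, not the conditions. Intervals for single genes are 95% Clopper-Pearson intervals of the reads' ratio. They cover counting error only, and PCR copies are not independent molecules. The floor of 3 reads bounds the observed change, and for a library with 1 or 2 reads the interval can reach below it. In simulated data with 200 changed genes, 198 were called in the right direction and 194 also passed the read test, while 524 of 13915 unchanged genes were called by fold change and 4 of those also by the read test.

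Lists of genes for the terms named in Figure 5C–H, and lists of markers of other tissues and cell states, were written from general knowledge without the values. The terms came from the paper's DEGs of these heart data, so that their lists give no independent evidence for the terms. The median log2 fold change of the members with a mean of at least 4 normalized reads was set against the medians of 10000 random lists of the same size, matched on mean expression in 20 bins, and a percentile under 2.5 or over 97.5 was taken as beyond chance. In simulated data, 4 of 60 lists of unchanged genes passed, and a list shifted by 0.5 reached a percentile of 100. Correlations between comparisons are across genes with a mean of at least 16 and have no p-value. The GO enrichment itself was not repeated.

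The genes named in the text are every gene that the paper names for the heart or for all 3 tissues, its 4 in vitro genes, the 3 DEGs with the largest rise and the 3 with the largest fall in each comparison among those that reached 100 normalized reads, and up to 4 members with the largest change of each gene list among those with a mean of at least 16. A few of the genes under this rule are not reported here. Where a symbol stands for more than 1 value, the one with the highest mean was used in gene lists and for named genes. Near-identical copies such as the globin genes, or Hspa1a and Hspa1b, are uncertain, because the counting could have divided their reads.

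Alternatives covered the normalization, the count minimum, the pseudocount, the depth and the genes that take over 1% of a library. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.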

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

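All tests of explanations in this part were chosen only after the result they concern was seen. The differences between the groups of normal and cancer-bearing mice were not themselves tested, because each group has 1 library.

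Several gene lists moved in opposite directions with exercise in normal and in cancer-bearing mice, beyond the random lists in both. Extracellular matrix organization had a median log2 fold change of 0.57 in normal mice and −1.09 in cancer-bearing mice, and collagen fibril organization 0.62 and −0.97. With the genes over 1% of a library left out, the matrix median in cancer-bearing mice was −1.16, and with reads scaled to those outside the globin genes it was −1.12, both beyond the random lists. A scaling, including one that globin reads bring about, moves a list and the random lists alike and so does not place a list beyond them. The share of connective tissue in each heart sample was not tested, and a response to exercise that depends on the presence of cancer remains a hypothesis.

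DNA replication had a median of −0.25 with exercise in normal mice and 0.42 in cancer-bearing mice. With the reads subsampled to the smallest library, the median in normal mice was −0.20, within the random lists at a percentile of 4.40. The library lower in these genes, E(+)T(−), was the deeper, at 8477153 reads against 6595378 in E(−)T(−). The random lists were drawn from the same libraries and carry the same difference in depth. Over members with a mean of at least 16 it was −0.26 at a percentile of 0.94, and with a pseudocount of 4 it was −0.24 at a percentile of 0.83, both beyond the random lists, so that the part of depth in this decrease remains open. Fat cell differentiation had a median of −0.41 in normal mice and 0.61 in cancer-bearing mice. Without the members that are adipocyte markers, the median was −0.084 in normal mice, at a percentile of 4.23, and 0.28 in cancer-bearing mice, at a percentile of 94.8, both within the random lists. Different amounts of adipose tissue on the dissected hearts may therefore account for this difference.

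Adipocyte markers, of which the paper names Car3 and Hcar1, gave as a group a signal that was largest for cancer without exercise, with a median of −3.74. The medians for exercise were −1.98 in normal mice and 2.52 in cancer-bearing mice, and cancer with exercise gave 1.86. In the exercise comparisons and cancer without exercise, at least 10 of the 11 members moved in the direction of the median, but in cancer with exercise 9 did, or 81.8%. With 11 members, 1 of them decides on which side of the share of 9 in 10, set for different amounts of adipose tissue on the dissected hearts, a comparison falls. Here Car3 does, at −0.031 on 75 reads against 93, and it turned to 0.011 on subsampling. The pattern thus cannot be told apart from different amounts of adipose tissue on the dissected hearts. Library size scaling left the median for exercise in cancer-bearing mice at 1.94, and a scaling moves the random lists alike. Loss of fat in mice with cancer, and its prevention by exercise, would give the changes for cancer without exercise and exercise in cancer-bearing mice. For these comparisons this explanation cannot be told apart from a difference in dissection. By itself it would not give the increase for cancer with exercise.

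Ucp1, a marker of brown fat, had 814 reads and a normalized count of 889 in E(+)T(+) and 0 reads in each of the other libraries. After subsampling to the smallest library, 465 reads remained, against 0 in libraries of 6595378 to 9532910 reads, so that a difference in depth is too small to give this. The list of brown fat markers had a median of 0.73 for exercise in cancer-bearing mice. Without Ucp1, its other 7 members had a median of 0.67 at a percentile of 99.8. In cancer with exercise these members had a median of 0.36 at a percentile of 83.4, within the random lists. Cidea, Cox8b, Cox7a1, Ppara and Kcnk3, which are most of these members, had at least 258 reads in every heart library. Their median can therefore miss a small amount of brown fat. Elovl3 had 47 reads in E(+)T(+) and at most 2 elsewhere, whereas Dio2 was highest in E(−)T(+), at 359 reads. Brown fat on the dissected heart of E(+)T(+) may thus be a source of the Ucp1 reads, and a response of the tissue itself was not separated from it.

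Lists of lung and atrial markers, immediate early genes and proliferation markers were compared as well. Lung markers were higher in cancer with exercise, with a median of 3.23. In the exercise comparisons and cancer with exercise, at least 91.7% of the 12 members moved in the direction of the median. In cancer without exercise 10 of the 12 were higher, and their median of 0.37 lay within the random lists. Atrial markers were higher with exercise in cancer-bearing mice, with a median of 1.34. At least 85.7% of the 7 members other than Nppa moved up in both exercise comparisons, against a share of 9 in 10 set for a different share of atrium in the sampled tissue and for lung tissue on the dissected hearts. With lists of this length 1 member decides such a test, and the patterns cannot be told apart from these explanations.

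Immediate early genes were higher in cancer without exercise, with a median of 1.52, and proliferation markers in cancer with exercise, with a median of 2.19. Under library size scaling the medians were 1.37 and 1.49, beyond the random lists, which a scaling moves alike. An effect of the tumor and a difference in tissue collection remain as explanations and were not separated here.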

How the results depend on the processing

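Alternatives were set before the data were examined, except for a minimum on the deposited log2 scale, scaling by a median of ratios or by a trimmed mean, and effective library sizes in the read test, which were chosen after seeing the data. Among the former, edgeR's TMM and DESeq2's size factors were not run, since the data hold normalized values. Of the values of comparisons under the alternatives, 214 kept their direction and their size or side of the threshold, and 25 moved, 5 reversed, 1 became weaker and 1 stronger. Of the values of genes and marker lists, 1011 stayed, 43 moved and 12 reversed. Except where a value shows it, the cause was not tested.

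The count minimum changed the numbers of DEGs. For exercise in normal mice, exercise in cancer-bearing mice, cancer without exercise and cancer with exercise, a minimum of 4 in both libraries gave 829, 1629, 2587 and 1986 DEGs, against 1711, 2790, 3955 and 3289. A minimum of 16 gave 782, 1628 and 2102 for the first, second and last of these. With no minimum, 2798 DEGs were found for exercise in normal mice. A log2 value of at least 4 gave 806, 1676 and 2138, and computed from recovered reads 806, 1668 and 2137. Contra-regulated genes numbered 284, and 97 with 4 in both, 88 with 16, 570 with no minimum, 144 with a pseudocount of 4 and 96 with a log2 value of at least 4, from recovered reads or not.

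Under library size scaling, the median log2 fold change of all genes stood at −0.59 for exercise in cancer-bearing mice, −0.74 for cancer with exercise and −0.18 for cancer without exercise. With genes over 1% of a library left out, it stood at −0.18 for cancer without exercise and −0.20 for cancer with exercise, with 41.3% of the DEGs of the latter upregulated against 52.0%. Under library size scaling, 12.9% of the 4140 DEGs of exercise in cancer-bearing mice were upregulated (535 up and 3605 down) against 48.4%, and 13.7% of the 5795 of cancer with exercise (796 up and 4999 down). For cancer without exercise, 1792 were up and 2469 down, or 42.1% up against 52.7%. DEGs beyond read sampling then numbered 3452 and 5023 for exercise in cancer-bearing mice and cancer with exercise, against 1790 and 2258. The read test used library totals, in which globin reads count. With effective sizes it called 866 upregulated and 917 downregulated DEGs of exercise in cancer-bearing mice, against 572 and 1218, and for cancer with exercise 1214 and 1156 against 771 and 1487.

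Among the 12 medians of the 11 gene lists set against the terms of Figure 5C–H, all but those of DNA replication, the T cell list and oxidant detoxification kept their direction and their side of the threshold under the alternatives run. For exercise in normal mice, subsampling weakened DNA replication to −0.20. The T cell list was at −0.37 and beyond the random lists with a pseudocount of 0.1, and reversed to 0.19 over members with a mean of at least 16. Library size scaling reversed oxidant detoxification to −0.47, immediate early genes to −0.13 with exercise in cancer-bearing mice and −0.24 for cancer with exercise, and proliferation markers to −0.21 with exercise in cancer-bearing mice, each of which is above the median of all genes.

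The correlation of the cancer effects was 0.496 over genes with a mean of at least 4 and 0.606 over those of at least 100. The correlation of the exercise effects, at 0.006, reversed to −0.002 with quantile normalization on linear counts and with a pseudocount of 0.1, and to −0.016 over genes with a mean of at least 100, all close to 0.

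Among genes, Trim63 in cancer with exercise reversed to −0.066 under library size scaling, as did Nup98 to −0.26 for exercise in cancer-bearing mice and −0.35 for cancer with exercise, and Six2 to −0.21 and −0.023, all of them above the median of all genes. Rdh11 reversed to 0.21 for exercise in cancer-bearing mice on subsampling, Six2 to 0.12 for cancer without exercise, and Car3 in cancer with exercise to 0.011 on subsampling and 0.085 with quantile normalization on linear counts. Depth limits Six2, Hcar1, Myoc, Rdh11 and Nup98, which had at most 31 reads in any library.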

Differences from the paper's values

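For E(+)T(−) vs. E(−)T(−), 1711 DEGs were found against the paper's 806. Of the alternatives set before the data were examined, a minimum of 4 in both libraries (829), a minimum of 16 (782) and a pseudocount of 4 (1167) came within 1.5 times the paper's number. Quantile normalization on linear counts, library size scaling, subsampling, leaving out genes over 1% of a library, a minimum on the mean of 4 libraries, no minimum and a pseudocount of 0.1 did not. For E(+)T(+) vs. E(−)T(+), 2790 DEGs were found against the paper's 1668. The same 3 alternatives (1629, 1628 and 2132) and a minimum of 4 as the mean of 4 libraries (2280) came within 1.5 times, and the others did not. Contra-regulated genes numbered 284 against the paper's 96. A minimum of 4 in both libraries (97), a minimum of 16 (88) and a pseudocount of 4 (144) came within 1.5 times, and the other alternatives did not. A log2 value of at least 4, chosen after seeing the values, gave 806, 1676 and 96, and the same minimum on values computed from the recovered reads, also chosen after seeing the values, gave 806, 1668 and 96, the paper's own 3 numbers.

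Other numbers of the Venn diagram of the heart differ as well, except that of genes downregulated in E(+)T(+) vs. E(−)T(+) alone, which numbered 1133, and about 780 in Figure 5A, read by eye, within 1.5 times. Genes upregulated in E(+)T(−) vs. E(−)T(−) alone numbered 558, and about 300 in Figure 5A, read by eye. Genes downregulated there alone numbered 582, and about 320 in Figure 5A, read by eye. Genes upregulated in E(+)T(+) vs. E(−)T(+) alone numbered 1086, and about 700 in Figure 5A, read by eye. Genes upregulated in both numbered 120, and about 45 in Figure 5A, read by eye, and genes downregulated in both 167, and about 48 in Figure 5A, read by eye. A minimum of 4 in both libraries and a minimum of 16 came within 1.5 times the paper's number for all 5 that differ. A minimum on the mean of 4 libraries and a pseudocount of 4 did so for the first 3 of these alone. Subsampling and leaving out genes over 1% of a library did so for the third alone, with 976 and 978, and library size scaling for genes upregulated in both alone, with 60. Quantile normalization on linear counts, no minimum and a pseudocount of 0.1 did so for none. With a log2 value of at least 4, chosen after seeing the values, the numbers were 295, 321, 708, 45 and 49, and from recovered reads, also chosen after seeing the values, 295, 322, 703, 45 and 48.

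The paper places Cflar, Myoc, Trim63 and Acta1 among the contra-regulated genes of the heart. In E(+)T(−) vs. E(−)T(−) their log2 fold changes were 0.18, −0.38, −0.17 and 0.16, so that none reached 2-fold there. Under none of the 16 settings run was any of them contra-regulated. Settings that changed only the count minimum or the read test could not have altered this. Trim63 moved in the same direction in both exercise comparisons. Trim63, at −0.94 in E(+)T(+) vs. E(−)T(+), was a DEG of that comparison only under library size scaling and with genes over 1% of a library left out, which put the median of all genes at −0.59 and −0.072. The paper states that exercise upregulated genes for detoxification in the heart of cancer-bearing mice, where the oxidant detoxification list had a median of 0.11, within the random lists. It also states that exercise in normal mice decreased genes for cell-cell adhesion. There the T cell and leukocyte adhesion list had a median of −0.31, within the random lists, and beyond them with a pseudocount of 0.1. Both values are medians of lists written for this re-analysis, whereas the paper tested terms among its top DEGs. These measures are unlike, so that the medians do not contradict the paper's terms.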

Other observations

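All tests of explanations in this part were chosen only after the result they concern was seen.

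The 284 contra-regulated genes stand beside 287 genes that changed in the same direction in both exercise comparisons. If the directions in the 2 comparisons were unrelated among the genes changed in both, 283.6 contra-regulated genes would be found. With a log2 value of at least 4, the numbers were 96 found and 95.0 given by unrelated directions. The number of contra-regulated genes is thus consistent with unrelated directions, and a reversal of specific genes is not excluded by it.

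Of the 3955 DEGs of cancer without exercise, 1313 changed in the other direction with exercise in cancer-bearing mice and 149 in the same direction. The log2 fold changes of these comparisons had a correlation of −0.454 across 11638 genes. Both comparisons use the E(−)T(+) library, which alone makes such a correlation negative. Shuffling each library's deviations among genes of similar expression, 100 times, gave a mean correlation of −0.554. The shuffling keeps the spread of each library's values, to which a real change in E(−)T(+) also adds. It therefore cannot tell the shared library from a reversal by exercise, and no conclusion is drawn from the negative correlation. Of the same DEGs, 1314 changed in the same direction in cancer with exercise and 209 in the other, a comparison that shares no library with cancer without exercise.

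Globin genes took more of the reads of E(+)T(+) than of the other libraries. The 6 globin genes of the erythrocyte list had a median log2 fold change of 2.93 for exercise in cancer-bearing mice and the other 28 genes 2.68, a difference of −0.25, within the 0.5 set for more blood of the same composition. The other genes ranged from 0.39 to 5.04, a spread that medians do not show, so that blood of another composition is not excluded. With the genes over 1% of a library left out, the remaining members had a median of 2.57, beyond the random lists, which a scaling moves alike.

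Heat shock genes such as Hspa1a were higher in E(+)T(−) than in E(−)T(−). Immediate early genes, which respond to stress within a short time, had a median of 0.92 in the same comparison, at a percentile of 100. Immediate early genes were also higher in cancer without exercise (1.52) and with exercise in cancer-bearing mice (0.45). The protein folding list stayed within the random lists there, at −0.11 and 0.082. In cancer with exercise the medians were 0.47 and −0.93, so that a rise of the former did not always come with a rise of the latter. Stress at the collection of the tissue may explain the rise in heat shock genes, and an effect of the exercise itself would give the same values.

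The paper reports Fos, Col1a1 and Six2 for skeletal muscle and cultured cells. In the heart, Fos changed by 2.19 with exercise in normal mice, −0.14 with exercise in cancer-bearing mice and 1.81 with cancer without exercise. Col1a1 changed by 1.04, −3.09 and 2.10 in these comparisons. Six2 had 3 or 4 reads in each library, so that a difference was not detectable at this depth. Skeletal muscle markers, circadian genes and Y chromosome genes lay within the random lists in all 4 comparisons. For cancer with exercise, 3289 DEGs were found. Among genes that reached 100 normalized reads, Ucp1 rose by a log2 fold change of at least 7.91, Cxcl2 by at least 6.29 and Mmp8 by at least 5.64, and the largest decreases were those of Hspa1a (−5.88), Hspa1b (−5.68) and Apln (−3.75).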
